# RNA profiles of rat olfactory epithelia: individual and age related variations

**DOI:** 10.1186/1471-2164-10-572

**Published:** 2009-12-02

**Authors:** Maud Rimbault, Stéphanie Robin, Amaury Vaysse, Francis Galibert

## Abstract

**Background:**

Mammalian genomes contain a large number (~1000) of olfactory receptor (OR) genes, many of which (20 to 50%) are pseudogenes. OR gene transcription is not restricted to the olfactory epithelium, but is found in numerous tissues. Using microarray hybridization and RTqPCR, we analyzed the mRNA profiles of the olfactory epithelium of male and female Brown Norway rats of different origins and ages (newborn, adult and old).

**Results:**

(1) We observed very little difference between males and females and between rats from two different suppliers. (2) Different OR genes were expressed at varying levels, rather than uniformly across the four endoturbinates. (3) A large proportion of the gene transcripts (2/3 of all probes) were detected in all three age groups. Adult and older rats expressed similar numbers of OR genes, both expressing more OR genes than newborns. (4) Comparisons of whole transcriptomes or transcription profiles of expressed OR genes only showed a clear clustering of the samples as a function of age. (5) Most OR genes were expressed at lower levels at birth than in older animals, but a small number of OR genes were expressed specifically or were overexpressed in newborns.

**Conclusion:**

Not all OR genes are expressed at a detectable level. Pups expressed fewer OR genes than adult rats, and generally at a lower level; however, a small subset of OR genes were more strongly expressed in these newborn rats. The reasons for these differences are not understood. However, the specific expression of some OR genes in newborn olfactory epithelia may be related to the blindness and deafness of pups at birth, when these pups are heavily reliant on olfaction and their mother.

## Background

Olfactory receptor (OR) genes were first identified in the rat nasal epithelium by Buck and Axel in 1991 [1]. The receptors they encode play an essential role in olfaction, constituting a key initial element in a cascade of biochemical reactions that lead to odorant perception and recognition. Gene cloning and *in silico *mining of a number of mammalian genome sequences have identified about 800 OR intact genes and pseudogenes in the human genome [2,3] and up to 1500 OR genes (including pseudogenes) in the rat genome [4]. Indeed, these genes constitute by far the largest gene family in mammalian genomes.

A substantial percentage of OR genes -- 50% in humans [5], 24% in mouse [6], 20.3% in dog and 19.5% in rat [4] -- are pseudogenes. However, the distinction between pseudogenes and potentially active genes is not strictly defined: for example, a particular gene may exist as either a pseudogene or a potentially active gene, depending upon the population or the individual, as shown for dogs [7] and for humans [8].

Only a small number of OR proteins have been deorphanized, i.e. the ligand that they bind to has been identified, and the role of the vast majority of these proteins in olfaction remains undefined. Cloning experiments and microarray analyses have added an additional layer of complexity by showing that at least some pseudogenes can be transcribed [9,10] and that the transcription of OR genes is not necessarily restricted to the nasal mucosa, but is also detected in several other tissues, including testis [11] and kidney [12].

ORs are expressed on the surface of the cilia of olfactory sensory neurons (OSNs) lining the neuroepithelium in the nasal cavity, the site of odorant inhalation [13]. Each OSN expresses one OR from a single allele [14-18]; their axons extend to the olfactory bulb, where the axons of all OSN expressing the same OR converge on a single glomerulus [19-21]. The mechanism by which axons of OSNs expressing the same OR, but dispersed along the olfactory epithelium, converge on the same glomerulus is not totally understood. However, ORs that are not restricted to OSN cilia, but which are also present at the tip of the axons [22,23] contribute, together with other proteins, to the coalescence of the axons [21,24-26].

Studies based on cDNA library analysis and microarray hybridization have shown that only a subset of the mouse OR gene repertoire is expressed at detectable levels in the olfactory epithelium [9,27]. In humans, the pattern of transcription differs slightly between individuals [10]. The importance of such differences is not known. In particular, it is unclear whether these differences reflect individual differences in sensory function, possibly related to some form of anosmia or hyperosmia, or whether they reflect environmental differences. In this study, we carried out hybridization on whole rat genome microarrays, to analyze the transcriptome of the olfactory epithelium of adult Brown Norway rats of different origins and sex. The transcriptomes of these rats were then compared with those of newborn and aged rats, to investigate changes associated with aging.

## Results and Discussion

### I - The olfactory epithelium transcriptome of adult Brown Norway rats

We determined the gene expression profiles of olfactory epithelia from six-week-old rats not exposed to a particular odorant (naive animals). We purchased four Brown Norway rats (two males and two females) from Elevage Janvier and four rats of the same strain (two males and two females) from Charles River Laboratories. After their arrival, the animals were kept in the animal house for one week and were then killed. Total RNA was extracted from left and right olfactory epithelia, labeled and used for hybridization on Agilent Whole Rat Genome 44K microarrays, as described in the Methods section. Microarrays were scanned and probes were assigned to three groups: "expressed", "weakly expressed" and "not expressed" (Figure 1).

**Figure 1:**
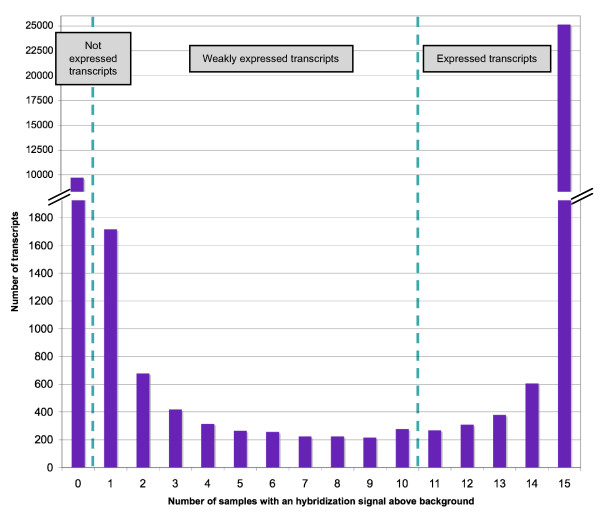
**Number of features above background**. RNA from 15 olfactory epithelia (eight rats were killed, but one olfactory RNA sample did not pass the quality control test (the RIN test) and was not further processed) were hybridized in parallel. The y-axis represents the number of transcripts plotted against the number of samples (0 to 15) with a hybridization signal above background levels, as defined by GeneSpring. Transcripts for which 11 or more of the 15 samples (73%) gave raw values above background levels were scored as "expressed". Transcripts positive in 1 to 10 samples were scored as "weakly expressed". All other transcripts were scored as "not expressed".

Of all the probes spotted on the array, 26,701 (65%) gave a signal above background for at least 11 of the 15 samples (≥73%) (Figure 2). These probes were considered to correspond to the set of genes expressed to detectable levels. They included 732 of the 1136 OR genes spotted on the array (from a total of 1201 rat OR genes with an intact open reading frame [4]; see additional file 1 for the OR gene list).

**Figure 2:**
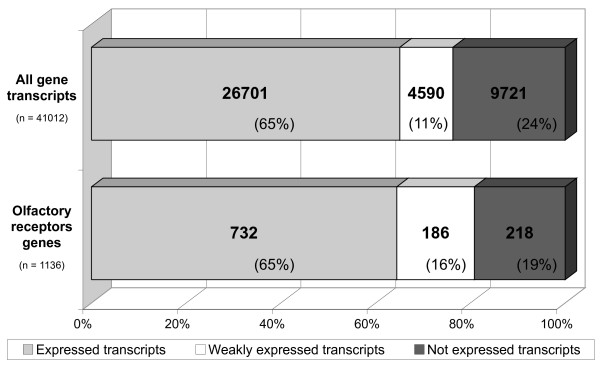
**Expression of gene transcripts and OR transcripts**. Grouping of total gene transcripts and OR transcripts into three categories: expressed, weakly expressed and not expressed. For 39,308 of the 41,012 unique probes on the array, an accession number is given in GenBank and Ensembl [45]. They correspond to 23,642 unique transcripts or genes, including 1136 OR genes. The ratios of expressed transcripts over not expressed transcripts and of expressed OR genes over not expressed OR genes are 2.75 and 3.36, respectively.

For probes that did not give either a positive or negative signal (above or below background levels, respectively) for all samples, we compared the signal status of each probe (positive or negative) in the right and left samples from each rat. We observed two different scenarios for the 14 samples (corresponding to seven rats from which we obtained the right and left samples): identical responses in the left and right samples, and different responses for the left and right samples. For 668 probes, we observed a 12+/2- distribution (12 samples showing positive signal and two showing negative results); for 83 of these 668 probes, the two negative results were obtained for left and right samples from the same rat. Similarly, a 12-/2+ distribution of negative and positive signal was observed for 383 probes; 105 of these probes yielded two positive results for the left and right samples from a single rat. Statistical analysis (binomial test, *p *value < 10^-4^) of the data clearly demonstrated that both negative and positive results were more frequently paired (right and left samples from the same animal giving identical results) than would be expected if the distribution were random. Probes giving different results for different samples presumably corresponded to two groups of transcripts: one corresponding to a group of genes poorly expressed at levels close to the detection limit of the method used, generating a random distribution of negative and positive results; and a second group corresponding to genes giving the same results for the right and left samples of an individual (either both positive or both negative), and thus clearly expressed by some animals and not expressed by others.

As discussed in more detail below, the set of probes corresponding to weakly expressed or not expressed genes in these experiments depends on the sensitivity of the detection method used. Nevertheless, the proportion of OR genes considered to be expressed at detectable levels in this study is consistent with previous suggestions that up to 76% of OR genes are expressed at a detectable level in the human olfactory epithelium [10].

#### • Statistical analysis (t-test)

We performed a statistical analysis (t-test, *p *value < 0.01) to identify genes that were differentially expressed between animals from two different suppliers and between males and females.

Only 10 genes, none of which encoded an OR gene, were differentially expressed between rats of the two different origins. These genes were distributed over seven different autosomal chromosomes plus the "Unknown" chromosome [28] (Table 1). Six of these 10 genes were more strongly expressed, with levels twice as high, in the Charles River rats than the Elevage Janvier rats. The other four of these genes were expressed more strongly in rats from Elevage Janvier. One gene, *Per3*, was identified twice by two independent probes, validating this finding. *Per3 *and *Dbp*, also identified among these ten genes, are both involved in circadian rhythm [29-32].

**Table 1:** Genes differentially expressed in the olfactory epithelia of rats from different suppliers

Agilent Probe	Gene Symbol	Gene Name	Genbank ID	Chromosome	RGD ID	Fold difference Charles River/Janvier
A_44_P560113	-	-	-	RNO17	-	**2.542**

A_44_P795878	-	-	-	RNO4	-	**2.271**

A_43_P16143	Per3	period homolog 3	NM_023978	RNO5	621581	**2.19**

A_44_P210809	Hiatl1	hippocampus abundant transcript-like 1	XM_225093	RNO17	1308377	**2.168**

A_44_P196198	Per3	period homolog 3	NM_023978	RNO5	621581	**2.138**

A_44_P900646	-	-	-	chrUn	-	**2.134**

A_44_P280898	Dbp	D site of albumin promoter (albumin D-box) binding protein	NM_012543	RNO1	2491	**2.094**

A_44_P739541	-	-	-	RNO14	-	**0.412**

A_44_P926835	Rab3gap2	RAB3 GTPase activating protein subunit 2	NM_001040154	RNO13	1311518	**0.4**

A_44_P240696	Nppc	natriuretic peptide precursor C	NM_053750	RNO9	620850	**0.298**

A_42_P473398	Cxcl1	chemokine (C-X-C motif) ligand 1	NM_030845	RNO14	619869	**0.237**

Genes differentially expressed in the olfactory epithelia of rats obtained from two different suppliers and ranked by fold difference. Note that *Per3 *was identified twice and that four probes correspond to non-annotated genes.

We then compared gene expression in the olfactory epithelium between males and females. Four genes, none of which encode an OR gene, were found to be expressed more strongly in female olfactory epithelium (expression levels 1.7 times higher; Table 2). Three of these genes are located on the RNOX (*Rattus Norvegicus *X) chromosome, consistent with their stronger expression in females; the fourth gene is located on RNO2. The *Eif2s3x *gene (on RNOX) was detected twice, by two independent probes spotted onto the microarrays, again validating the differential expression of this gene. Moreover, two of these four genes, *Eif2s3x *and *Utx*, have previously been reported to be overexpressed in female mouse brain [33-35]. In line with these results, studies on adult Sprague-Dawley rats [36] with Affymetrix pangenomic arrays, or on mice [27] with arrays dedicated to OR and vomeronasal (V1R only) genes have shown no detectable difference in OR gene expression between sexes.

**Table 2:** Genes differentially expressed in the olfactory epithelia of male and female rats

Agilent Probe	Gene Symbol	Gene Name	Genbank ID	Chromosome	RGD ID	Fold difference Female/Male
A_44_P1071281	-	-	AI072660	RNOX	-	**2.846**

A_44_P384683	Utx	ubiquitously transcribed tetratricopeptide repeat, X chromosome	XM_228424	RNOX	1565481	**2.082**

A_44_P379924	Ccdc39	coiled-coil domain containing 39	NM_001107667	RNO2	1306277	**1.869**

A_43_P16682	Eif2s3x	eukaryotic translation initiation factor 2, subunit 3, structural gene X-linked	XM_216704	RNOX	1561279	**1.838**

A_44_P500598	Eif2s3x	eukaryotic translation initiation factor 2, subunit 3, structural gene X-linked	XM_216704	RNOX	1561279	**1.721**

Genes differentially expressed in olfactory epithelia between male and female rats Note that *Eif2s3x *was identified twice and one probe corresponds to a non-annotated gene.

We performed hierarchical clustering and principal component analysis for the whole set of expressed gene transcripts and with OR genes only (data not shown). The absence of clear clustering using either of these two approaches, together with only a very small number of genes identified in the t-test analysis, clearly demonstrates that all animals expressed essentially the same genes to similar levels, regardless of their origin and sex.

#### • Real-time reverse-transcription PCR analysis (RTqPCR)

Microarray hybridization represents an efficient method of comparing RNA expression levels between samples. However, as the hybridization efficiency and kinetics differ between pairs of targets and probes, it does not provide a good estimate of the relative abundance of mRNA within a sample. To overcome this limitation, we performed RTqPCR with three RNA samples to evaluate the expression level of 77 OR genes selected to represent the entire OR gene repertoire. We also included *Gαolf*, the G*α *subunit of OSN [37]. A mean difference of 6.5 Ct was observed between the most and least strongly expressed OR genes, corresponding to a 100-fold difference in transcript levels (Figure 3). A gradual change in mRNA concentration was observed between the highest and lowest amounts of transcript (Figure 3). In a previous study, a difference of up to 300-fold between the least and most strongly expressed mouse OR genes was calculated from the frequency at which OR mRNA clones were obtained [9]. We found a mean difference of 6.2 Ct between *Gαolf *and the most strongly expressed OR genes (i.e. *Gαolf *mRNA levels 80 times higher; Figure 3). *Gαolf *is expressed by all neurons, whereas a particular OR gene is expressed by only a small subset of neurons, estimated to constitute 0.1% of total OSNs [27]. Therefore, an individual neuron, particularly in the case of OSNs bearing the most strongly expressed OR, may contain more OR than *Gαolf *mRNA. However, more copies of OR than Gαolf mRNA per OSN would not be beneficial in terms of efficient signal transduction; rather, the number of Gαolf mRNA copies may differ between OSNs, with more Gαolf present in OSNs expressing larger amounts of receptor. We compared these Ct values with the microarray results. Most of the OR genes (64 out of 77), marked in green in Figure 3, were identified as expressed genes in microarray experiments. Three OR genes (marked in red) were identified as not expressed and 10 (marked in yellow) were found to be weakly expressed. A small number of the oligonucleotide pairs designed for RTqPCR experiments, corresponding to 15 additional OR genes, failed to amplify their cognate mRNA (data not shown). Eight of them were later shown to be not expressed by the microarray analyses. Altogether, these findings confirm that a majority of OR genes are indeed expressed in the olfactory epithelium, displaying considerable variation in the range of expression levels detected.

**Figure 3:**
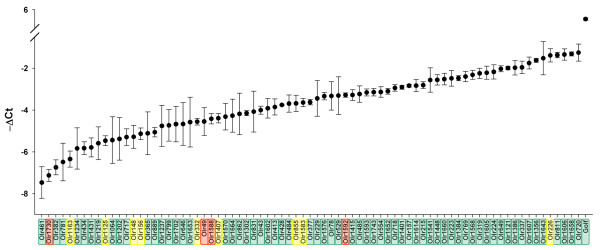
**Delta Ct values for 77 OR genes**. Results of RTqPCR (means of technical triplicate for each gene), are expressed as delta Ct values (Cycle threshold), using *Hprt *mRNA as a reference (Ct OR-Ct *Hprt*). The analyses were performed on three samples and the size of the vertical bars corresponds to the standard deviation. The curve links the mean Ct values obtained with these three samples. The name of the OR genes are indicated on the x axis: in green are genes identified as expressed, in yellow the OR genes identified as weakly expressed and in red are the OR genes identified as not expressed by microarray hybridization. As indicated by the size of the vertical bars defining the cycle threshold (Ct) values for any given analyzed RNA, the amount of mRNA differs by 0.08 to 2.2 Ct between the three samples.

The four endoturbinates making up the olfactory epithelium were dissected individually in one adult rat and the corresponding RNA samples used for RTqPCR analysis with the same set of primers. We found that these 77 OR genes were expressed differently between these four endoturbinates, whereas *Gapdh *and *Gαolf *genes were expressed at similar levels (Figure 4). Up to 26 OR genes were more strongly expressed in endoturbinate II (Figure 4B), whereas the other ORs were more abundant in one of the other three endoturbinates (Figure 4D to 4F). We did not find a correlation between OR families and expression levels in any one endoturbinate. Previous *in situ *hybridizations with ^35^S-labeled antisense OR RNA probes have shown that neurons expressing individual receptors are topographically localized in different radial zones [19-21]. The preferential expression of a number of OR genes in a particular endoturbinate, as shown here, demonstrates another level of complexity in the olfactory epithelium structure and extends our understanding based on previous studies using electro-olfactograms [38].

**Figure 4:**
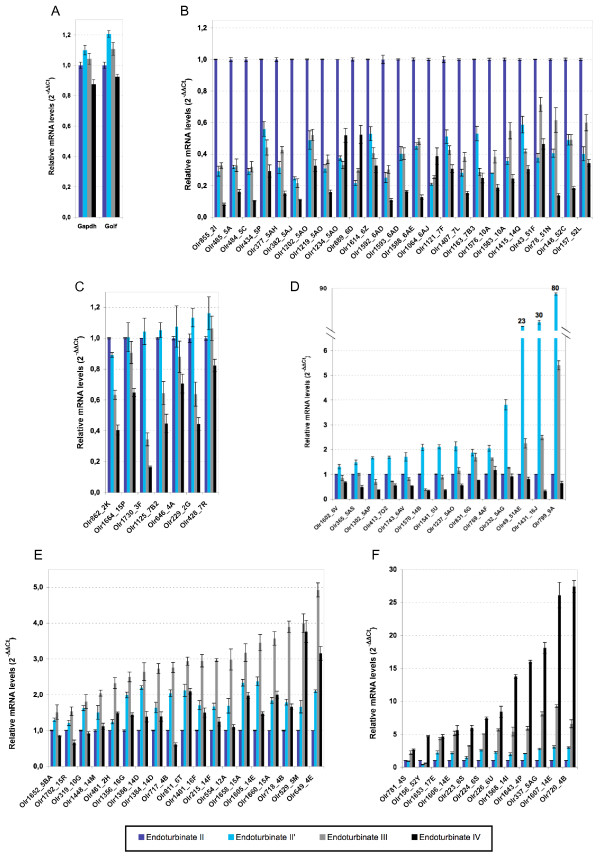
**Differential expression of OR genes in the endoturbinates**. We prepared mRNA from the four endoturbinates dissected from an adult rat. mRNA samples were used for RTqPCR (technical triplicates for each gene) for the same set of 77 OR genes. ΔΔCt values were expressed with respect to *Hprt *mRNA as internal reference and the control sample as external control as specified in [51]. Endoturbinate II', III and IV OR Ct values were normalized with respect to endoturbinate II OR Ct values, taken as a reference. The standard deviations are calculated from the triplicate values. Panel A is a control showing that *Gapdh *and *Golf *are expressed at similar levels in the four different endoturbinates. Panel B shows the Ct values for the OR genes that are more strongly expressed in endoturbinate II. Panel C shows OR genes with similar levels of expression in endoturbinates II and II'. In panel D, are shown OR genes more strongly expressed in endoturbinate II'; panel E presents OR genes more strongly expressed in endoturbinate III and, finally, panel F shows OR genes more strongly expressed in endoturbinate IV. On the x axis, OR gene family names follow gene names.

### II - Changes in mRNA profile with aging

We investigated olfactory epithelium mRNA profiles at various ages, from birth to old age. Four female rats and their newborn pups (n = 19; 3 to 5 days old) were purchased. Newborn rats were too small for independent dissection of the right and left sides of the nasal epithelium. Therefore, RNA was extracted from one side only for each pup. RNA was also extracted from the left and right olfactory epithelium of four 22 month-old male rats kept in the animal house from the age of three weeks, and from four nine-week-old male rats. RNA samples were labeled, hybridized and the obtained data were analyzed as described above. 

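The experiment comprised 35 Agilent whole rat genome arrays, each hybridized with RNA labeled with 1 dye, from 27 rats. The 19 newborn pups, aged between 3 and 5 days, gave 1 array each: 4 pups came from litter L1 and 5 from each of litters L2, L3 and L4. Each of the 4 adult rats, aged 9 weeks, and of the 4 old rats, aged 22 months, gave 2 arrays, one for RNA sample A and one for RNA sample B, from the left and right olfactory epithelium. An array carried 45018 spots, of which 43379 were not controls and held 41012 different probes of 60 bases. Each of these probes is called a transcript here, and the probes spotted 10 times were averaged. The 1135 OR genes listed in Additional file 1 were matched to a probe by name, and the probe's 60 bases were identical in every case.
The authors' Feature Extraction software had converted each scan into a background-subtracted intensity per spot, with flags for its quality. The median intensity of an array lay between 46.0 and 96.5 for newborn rats (median 61.3), between 88.7 and 179 for adult rats (median 123) and between 40.2 and 59.8 for old rats (median 45.8). A hybridization signal was counted as above background when the spot was positive and significant against background, well above background, uniform and not saturated. On this count, between 24484 and 28361 transcripts per array were above background in newborn rats (median 26830), between 25273 and 28020 in adult rats (median 27362) and between 25275 and 27426 in old rats (median 26567).
For expression levels, each intensity was divided by the median of its array, which is the per-chip step of the paper's methods. Values under 0.01 were then set to 0.01 and the log2 was taken. Between 10.5% and 18.0% of the signals of an array were at or below 0 and have no order among themselves. The 2 arrays of an adult or old rat were averaged, and 890 values from spots flagged as outliers were left out. The arrays lay on 10 slides scanned on 5 days. Adult rats were alone on the first 2 of these days, L1 shared the third with the old rats, and L2, L3 and L4 were scanned on the last 2, so that only L1 and old rats could be compared within 1 scan day. The number of arrays limits the precision of every comparison.
Levels were compared with limma in 1 fit over the 4 litters, the adult rats and the old rats, in which the newborn level is the mean of the 4 litters. Where a probe was well above background on no array of a group, only a bound on the fold was calculated. The mean of the brighter group was set against the mean, in the dimmer group, of the higher of the probe's own level and the lowest level among the transcripts well above background on that array. An adjusted p printed beside such a bound comes from the limma fit of the probe's own levels, and does not test the bound. The median log2 change of all tested transcripts was 0.16 in newborn against adult rats, −0.04 in newborn against old rats and −0.19 in adult against old rats, and with quantile normalization it was −0.03, −0.05 and −0.02. Changes given as relative to all transcripts have the first of these medians subtracted.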

The numbers of all transcripts and of OR genes expressed by animals of the three age groups are given in Figure 5. 

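With the paper's thresholds (3 arrays of a litter, 6 of 8 arrays of adult or old rats), 27341 transcripts were expressed in L1, 25803 in L2, 26576 in L3, 26808 in L4, 26096 in adult rats and 25676 in old rats. The transcripts above background on no array numbered 11168, 12674, 12080, 11867, 10431 and 11258 in the same order. The weakly expressed transcripts, between these limits, numbered 2503, 2535, 2356, 2337, 4485 and 4078. Of the 1135 OR genes, 521 were expressed, 206 weakly expressed and 408 not expressed in L1. The corresponding numbers of OR genes were 457, 138 and 540 in L2, 571, 138 and 426 in L3, and 535, 149 and 451 in L4. In adult rats 660 OR genes were expressed, 227 weakly expressed and 248 not expressed, and in old rats these numbers were 693, 176 and 266. The numbers of expressed OR genes printed in Figure 5 for L1, L2, L3 and old rats equal those found here.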

The distribution of expressed, weakly expressed and not expressed transcripts, when all transcripts were taken into account, did not significantly differ between rats of different ages (expressed/not expressed ratios = 2.04 to 2.45 for newborn, 2.55 for adult (or 2.74, as indicated in Figure 2) and 2.28 for old rats). However, OR gene expression profiles in newborn rats differed from the other two age groups, with "expressed OR"/"not expressed OR" ratios of 0.85 to 1.34 for the four different litters of pups, whereas it was 2.68 for adult (or 3.36 as indicated in Figure 2) and 2.59 for old rats (Mann-Whitney, *p *value = 0.057).

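For all transcripts, the expressed/not expressed ratio was 2.45 in L1, 2.04 in L2, 2.20 in L3 and 2.26 in L4, with a mean of 2.24 ± 0.17 (SD, n = 4 litters). It was 2.50 in adult rats and 2.28 in old rats. Counted over the 2 arrays of each rat, as transcripts above background on both against transcripts above background on neither, the SD of the ratio between the 4 rats was 0.12 for adult rats and 0.0341 for old rats. The litters' mean differed from the old rats by less than the SD between litters, and from the adult rats by more than that SD. Of the alternatives tried, counting every signal that was positive and significant against background moved the ratios most, to 5.83 in newborn, 7.29 in adult and 7.09 in old rats.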

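For OR genes, the expressed/not expressed ratio was 1.28 in L1, 0.85 in L2, 1.34 in L3 and 1.19 in L4, with a mean of 1.16 ± 0.22 (SD, n = 4 litters). It was 2.66 in adult rats and 2.61 in old rats. Between the 4 rats of a group, with each rat's own 2 arrays counted as for all transcripts, the SD of the OR gene ratio was 0.264 in adult and 0.202 in old rats. The number of OR genes above background per array, averaged over the arrays of a rat or the pups of a litter, was 534 ± 51.8 in newborn (SD, n = 4 litters), 704 ± 45.2 in adult (SD, n = 4 rats) and 737 ± 22.0 in old rats (SD, n = 4 rats). The difference of the means was −170.2 against adult rats and −202.8 against old rats, and every litter lay below every adult and old rat. Both differences had p = 0.0286 in an exact two-sided permutation test, the smallest p that 4 values against 4 allow. The difference between adult and old rats was −32.6 (exact two-sided permutation test, p = 0.2571). Among the rats scanned on the same day, the 4 pups of L1 had 572 ± 102 (SD, n = 4) and differed from the old rats by −165.0 on average (exact two-sided permutation test, p = 0.0286).

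**Figure D1:**
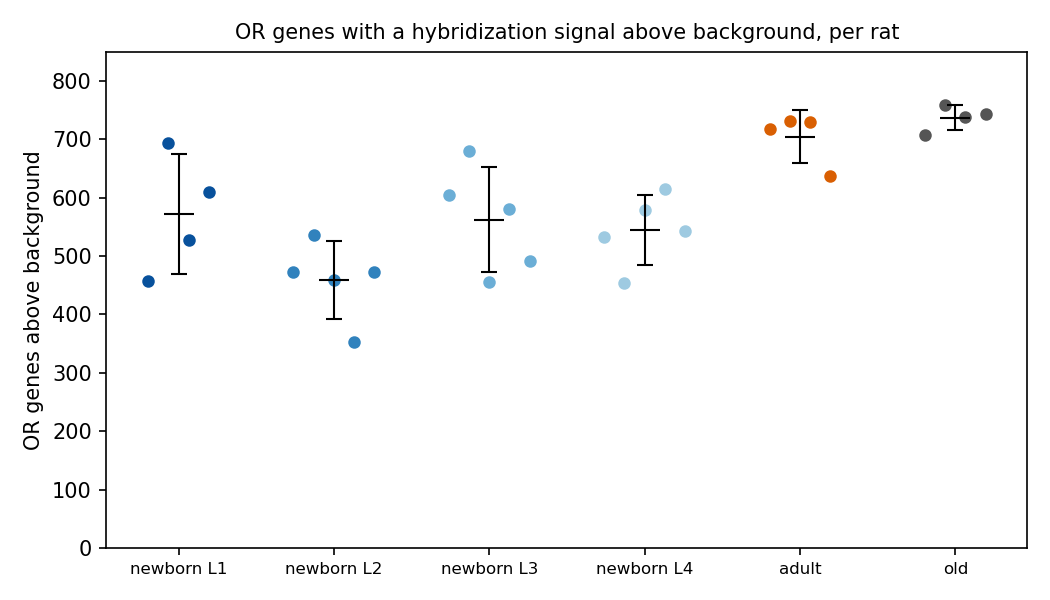
Number of OR genes with a hybridization signal above background per rat (vertical axis), for the pups of each litter, adult rats and old rats; adult and old rats are the mean of their 2 arrays, and bars give the group mean and SD. The litter means lie between 458.2 and 571.75, and adult rat 16, at 637, lies lowest among the adult and old rats.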

**Figure 5:**
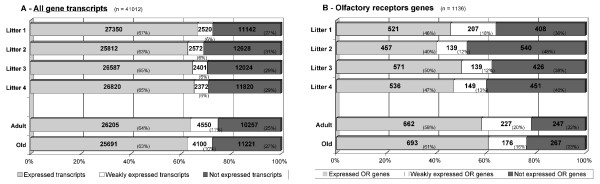
**Expression of gene transcripts and OR transcripts at various ages**. Grouping of gene transcripts and OR transcripts into three categories: expressed, weakly expressed and non expressed. In experiments describing adult olfactory epithelium mRNA profiles (Figure 1), total transcripts and OR genes were identified as being expressed when ~75% of the samples gave a corresponding hybridization signal above background levels. Similarly in the experiments described in this figure, we selected as threshold 3 in the case of each litter, 6 for the adults and 6 for the old rats. "Not expressed" total transcripts and "not expressed" OR genes did not show positive signal (above background) for any of the samples.

Comparison of the lists of gene transcripts and OR gene transcripts only showed that a vast majority of them are common to all three age groups. However, there are some notable differences between newborn and the two other groups: 332 OR genes were expressed by adults and older animals but not by newborn rats and nine OR genes were expressed by all newborn rats only (see Venn diagrams in additional file 2). 

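All 4 litters, adult rats and old rats expressed 23668 transcripts in common, or 57.7% of the 41012 transcripts on the array. For OR genes, 392 were expressed in common, or 34.5% of 1135. Among the other sets of OR genes, 416 were expressed in all 4 litters, 614 in at least 1 litter, 615 in both adult and old rats and 738 in adult or old rats. On at least 1 of the 35 arrays 984 OR genes were above background, on every array 248, and on none 151. The number of common OR genes was 248 with a signal required on every array of a group and 725 with every signal that was positive and significant against background. Without any 1 rat, it lay between 358 and 393.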

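Both adult and old rats expressed 223 OR genes that were not expressed in all 4 litters, and 91 of these were expressed in none of the litters. With adult or old rats in place of both, 331 OR genes were expressed there and not in all 4 litters. All 4 litters expressed 9 OR genes that were expressed in neither adult nor old rats. When every signal that was positive and significant against background was counted, these numbers were 141 for adult and old rats and 14 for the litters. Without any 1 rat, the number for adult and old rats lay between 202 and 257. The number for the litters alone was 4 without rat 10 or rat 12 of L1, 5 without rat 11 of L1 and without rat 22 or rat 23 of L2, and between 7 and 11 without any 1 of the others.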

Considering each litter separately, between 15 and 23 OR genes (depending upon the litter) were identified as expressed in newborns only (additional file 3).

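Expressed in a litter and in neither adult nor old rats were 17 OR genes for L1, 15 for L2, 23 for L3 and 18 for L4. Requiring a signal on every array of a group gave 30 for L1 and 30 for L4. Counting every signal that was positive and significant against background gave 23 for L2. Single pups weighed on these counts, since L1 had 7 such genes without rat 10, 9 without rat 11 and 8 without rat 12, L2 had 8 without rat 22 or rat 23, and L3 had 15 without rat 26 and 14 without rat 27 or rat 29. For L4, leaving out any 1 rat gave between 16 and 21.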

We performed RTqPCR for OR genes for which expression was detected only at birth and for which we could design suitable pairs of primers (Figure 6). The results obtained from the four adult rats, four old rats and the 19 newborns displayed large standard deviations, in part due to individual variation but also due to the low level of expression typical of OR genes. Nevertheless, some of these genes tended to be more strongly expressed in pups than in adults or old rats. This effect was particularly marked for *Olr500*, *Olr156 *and *Olr448*. We then selected nine of the 28 OR genes identified as not expressed or very weakly expressed in pups (≤1 probe only - out of 19 - with hybridization levels above background) but as being expressed in adults and older rats. 

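In pups, 410 OR genes were above background on at most 1 of the 19 arrays. Of these, 75 were expressed in adult rats, 65 in old rats, 50 in both and 90 in either, and 170 were above background on no adult or old array. The count in both adult and old rats was 29 with a signal required on every array of a group. It was 6 when every signal that was positive and significant against background was counted, with 100 OR genes on at most 1 newborn array. Without any 1 rat, it lay between 44 and 62.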

RTqPCR data confirmed that they all had a much lower level of expression in pups than in adults or older rats (additional file 4).

**Figure 6:**
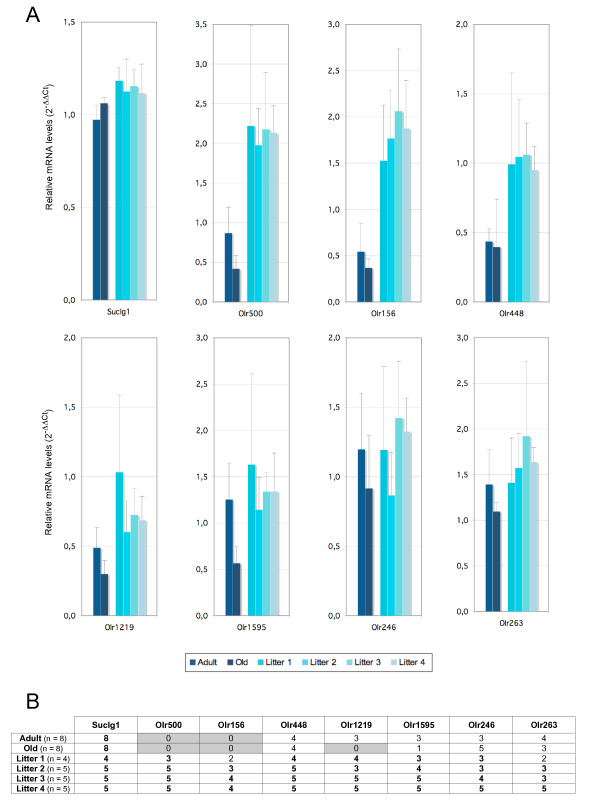
**Expression levels of OR genes expressed at birth but not in older rats**. (A) RNA samples prepared from olfactory epithelia (4 adults, 4 old rats and 19 newborns from each litter L1 to L4) were used for RTqPCR of 7 OR genes identified by microarray analysis as expressed in newborns only. Each mRNA was analyzed in triplicate and a mean value calculated. ΔCt values were calculated with respect to the *Hprt *values and ΔΔCt with respect to a control sample equated to 1. Further, the analyses were performed on four samples of the same group of age; error bars represent means ± SD (n = 4 rat RNA samples per group). (B) The table shows the number of samples giving a hybridization signal above background. For *Olr500*, taken as an example, none of the 8 adult and 8 old rat samples gave a hybridization signal above background. Conversely, all samples from the 15 newborn rats from litters L2 to L4 and three newborn rats of the four of litter L1 gave a hybridization signal above background.

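In the scanner files, the numbers of arrays above background equal those printed in Figure 6B for its 7 OR genes and for Suclg1, which was above background on all 35 arrays. The probe of Olr500 lies on chromosome 3 from 69500009 to 69500068 (genome build rn3, as the files give it). Its log2 level was −0.91 ± 0.37 (SD, n = 4 litters) in newborn rats. That is at least 3.01-fold higher than in adult rats (adjusted p = 7.53e-10) and at least 2.59-fold higher than in old rats (adjusted p = 3.86e-09). Here and below, the adjusted p beside a bound ("at least") tests the probe's own levels and not the bound. Olr156 (chromosome 1, 162342797 to 162342856), well above background on no adult or old array, had a level of −1.47 ± 0.35 (SD, n = 4 litters). This was at least 2.03-fold above adult (adjusted p = 7.71e-08) and at least 1.75-fold above old rats (adjusted p = 1.39e-07). Olr448 (chromosome 3, 68779028 to 68779087) was above background on 4 arrays of adult and 4 of old rats. Its level was −0.53 ± 0.20 (SD, n = 4 litters) in newborn, −2.98 ± 0.95 (SD, n = 4) in adult and −1.68 ± 0.43 (SD, n = 4) in old rats, 5.47-fold (adjusted p = 3.6e-08) and 2.21-fold (adjusted p = 0.00102) lower than in newborn rats. The call of Olr448 against old rats was lost without old rat 17, where the log2 change was 0.94, and in the fits with the rat as a random block and with litter means as the newborn replicates. Of the other 4 OR genes of the figure, Olr1219 (2.66-fold, adjusted p = 0.000263), Olr1595 (3.97-fold, adjusted p = 2.13e-06) and Olr246 (1.92-fold, adjusted p = 0.00316) were higher in newborn than in adult rats. Olr263 was 1.56-fold higher (adjusted p = 0.0149). Against old rats, Olr1219 was at least 1.58-fold higher (adjusted p = 6.87e-05) and Olr1595 2.52-fold higher (adjusted p = 0.000388), while Olr246 (1.25-fold, adjusted p = 0.304) and Olr263 (1.29-fold, adjusted p = 0.151) were not called. The level of Suclg1 (chromosome 4, 106845890 to 106845949) was 8.81 ± 0.29 (SD, n = 4 litters) in newborn, 8.43 ± 0.12 (SD, n = 4) in adult and 8.57 ± 0.07 (SD, n = 4) in old rats. Its log2 change was 0.38 (standard error 0.08, adjusted p = 0.000192) in newborn against adult rats, or 0.23 relative to all transcripts, and it reversed to −0.34 with quantile normalization and to −0.37 with the normexp background. Against old rats it was 0.24 (adjusted p = 0.0133), and between adult and old rats −0.15 (adjusted p = 0.239).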

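Each transcript was centred on its median over the 35 arrays, and the arrays were joined by average linkage on the Pearson correlation of the 23668 transcripts, or of the 392 OR genes, expressed in common. The support of a cluster is the percentage of 1000 bootstrap resamples of the transcripts in which exactly its arrays formed a cluster. On simulated data with 2000 genes, the 3 age groups had a support of 0 when no effect was simulated and of 100 when effects of age, litter and rat were.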

The 23,780 transcripts and 393 OR genes expressed by the three age groups were subjected to hierarchical clustering (additional files 5 and 6 and figure 7). Well defined clusters were obtained for the three age groups, with high bootstrap values. 

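The clusters of the 19 newborn arrays, of the 8 adult arrays and of the 8 old arrays each had a support of 100% for all transcripts and for OR genes. For OR genes, the lowest value under the alternatives tried, apart from leaving out 1 rat, was 98.3% with Spearman in place of Pearson correlation. Without any 1 rat, the lowest support of an age group was 95.6%, for the newborn arrays and OR genes.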

Principal component analysis (PCA) analysis performed with the same data gave the same result (not shown). This complete separation of the clusters corresponding to the three age groups demonstrated clear differences in the expression levels of the genes expressed by all animals between these groups. 

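In the principal component analysis of all common transcripts, component 1 held 52.9% of the variance. It separated newborn arrays, with scores between 0.28 and 0.51, from adult arrays (between −0.57 and −0.37) and old arrays (between −0.50 and −0.37). Component 2 held 16.3% and separated adult arrays (between 0.27 and 0.38) from old arrays (between −0.39 and −0.30), with the newborn arrays between them (between −0.16 and 0.14). For OR genes, component 1 alone held 74.0% of the variance and separated newborn (between 0.29 and 1.25), adult (between −0.76 and −0.12) and old arrays (between −1.41 and −0.94). Component 2 of the OR genes held 12.7%, and the scores of the groups overlapped on it.

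**Figure D2:**
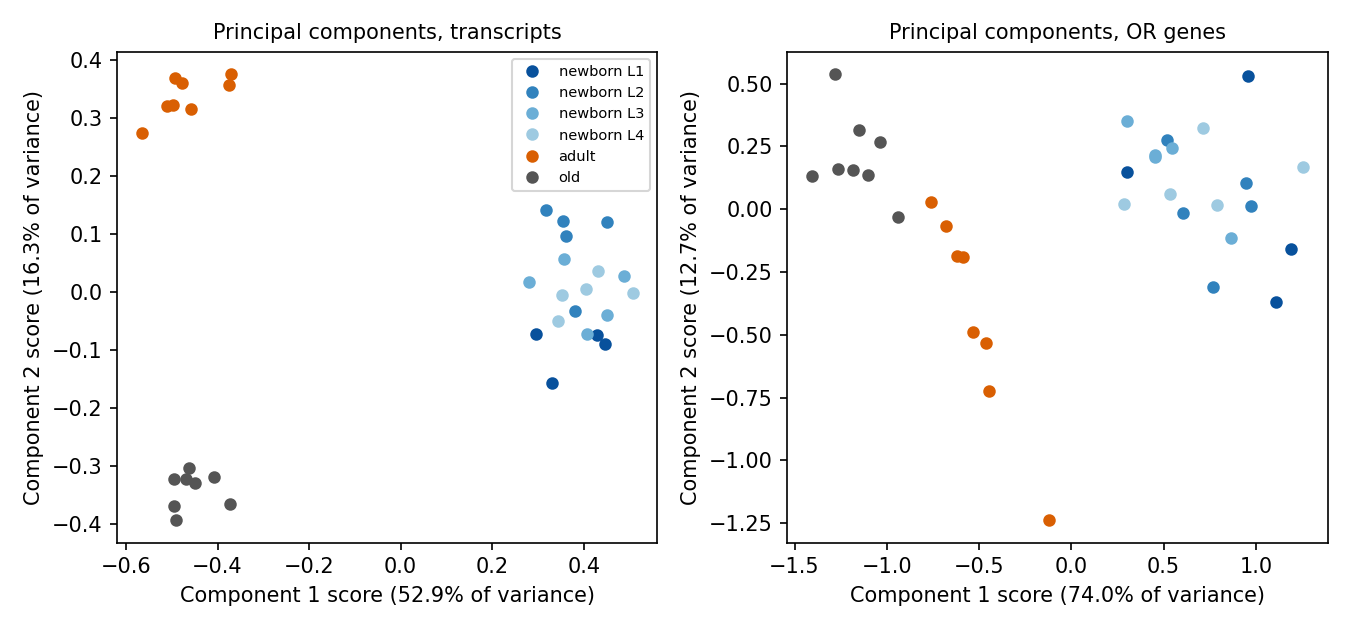
Scores of the 35 arrays on components 1 (horizontal axis) and 2 (vertical axis), for all common transcripts and for OR genes, with 1 point per array and a color per age group. The 3 age groups occupy separate regions in both panels, and the OR gene scores on component 1 run from newborn through adult to old arrays.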

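Of the 23668 transcripts expressed by all 3 age groups, limma gave an adjusted p under 0.01, whatever the fold, for 15594 in newborn against adult rats, 14073 in newborn against old rats and 11115 in adult against old rats. The transcripts with an unadjusted p under 0.05 numbered 17998, 16889 and 14852. From the separation of the clusters, the paper concludes that the levels of genes expressed by all animals differ between the age groups.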

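For all common transcripts, each centred within the newborn rats, the mean Pearson correlation was 0.247 between pups of the same litter and −0.068 between pups of different litters. The difference, 0.315, had p = 7e-05 in a two-sided permutation test with 100000 permutations of the litter labels. Without any 1 rat, it lay between 0.2543 and 0.3714. Most litters shared a slide, and the pups of L2, L3 and L4 lay on 3 slides of their own and 2 shared by pups of different litters. Among these 3 litters, the mean correlation was 0.232 for 15 pairs of the same litter on the same slide, 0.128 for 15 pairs of the same litter on different slides, −0.027 for 73 pairs that shared neither and 0.0446 for 2 pairs of different litters on the same slide. The 4 pups on the mixed slides had a correlation 0.136 higher with their own litter than with the other litters (exact one-sided permutation test, p = 0.25 over 12 orders of the labels). So few orders allow no p under 0.05, so that this test cannot decide between the litter and its slide.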

We also observed a tendency for pups of the same litter to form clusters when all transcripts were taken into account. However, this clustering effect was far from robust (low bootstrap values) when only OR genes were considered.

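For OR genes, the mean correlation was 0.136 between pups of the same litter and −0.025 between pups of different litters. This difference of 0.161 had p = 0.00305 in the same permutation test, and lay between 0.1241 and 0.2059 without any 1 rat. Across slides, pairs of L2, L3 and L4 pups of the same litter had a mean correlation of 0.168 on the same slide and of 0.043 on different slides, pairs that shared neither had −0.0175, and the 2 pairs of different litters on the same slide had 0.1125. The 4 pups on the mixed slides had a correlation 0.1035 higher with their own litter than with the other litters (exact one-sided permutation test, p = 0.1667 over 12 orders of the labels). So few orders allow no p under 0.05, so that this test could not separate the litter from its slide for OR genes. The cluster of L1 had a support of 0.1%, and those of L2, L3 and L4 had 0.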

**Figure 7:**
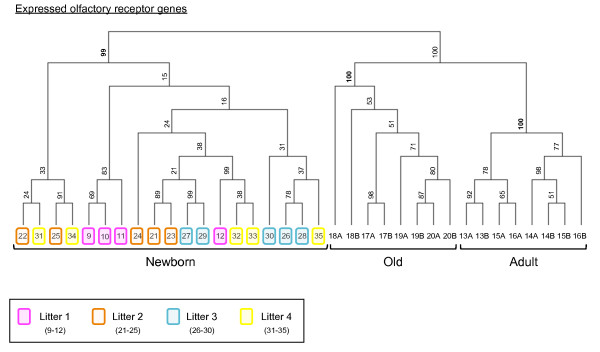
**Hierarchical clustering of samples for OR genes expressed in olfactory epithelium in the three age groups of rats**. Numbers at the nodes (range = 1 to 100) indicate support (bootstrap value) for the clustering. Note the high bootstrap values at each node corresponding to the age groups but their much lower values for the downstream branches.

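The log2 levels per rat of the 23668 transcripts expressed by all 3 age groups were compared with limma. A transcript was called different when its p adjusted by the Benjamini-Hochberg method was under 0.01 and its fold at least 5. A gene named here that was not expressed in all 3 age groups was added to these transcripts, and its adjusted p comes from that fit. The test was tried on simulated data with 21519 genes, of which 200 were changed 8-fold. It recovered 197 of them in newborn against adult rats, 200 in newborn against old rats and 199 in adult against old rats, with 0 false calls in each. The methods' t-test recovered 161, 173 and 176 of the changed genes, with 1 false call in newborn against adult rats. Each comparison was simulated apart, so that calls shared by the newborn comparisons with adult and with old rats were not tried. The simulated rats had no litter, slide or scan day effect.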

We then carried out a statistical analysis of these data (t-test, *p *value < 0.01). This showed that 2.0% of the gene transcripts were differentially expressed, with at least a five-fold difference in mRNA levels between newborns and the two other groups (adult and old animals, Figure 8). 

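In newborn against adult rats, 515 transcripts (2.18% of those tested) were called, 341 higher and 174 lower in newborn rats. In newborn against old rats 668 (2.82%) were called, 416 higher and 252 lower. The calls against both adult and old rats numbered 314, with 207 higher and 107 lower in newborn rats, or 1.33% of the tested transcripts. Of the alternatives tried, counting every probe of the array without a filter on dim ones moved these counts most upwards, to 1575 and 1933, and the normexp background with quantile normalization most downwards, to 176 and 262. The division into higher and lower calls against adult rats depended on the scaling, with 287 higher and 228 lower after quantile normalization, and 271 and 222 after scaling to the 75th percentile. With the slide as a random block, 503 and 662 transcripts were called, and with the scan day as a random block 504 and 652. The methods' t-test on rat values called 491 against adult and 658 against old rats after Benjamini-Hochberg adjustment, which the paper's methods name, and 503 and 666 at an unadjusted p under 0.01. Within the scan day shared by L1 and the old rats, 815 transcripts were called with the day as a block.
Changes were ranked among the transcripts with a gene symbol that were expressed in all 3 age groups and called with every newborn rat beyond every rat of the other group, so that a probe not expressed in an older group has no rank. Of the ranked ones, 3 that encode muscle or enzyme proteins rose most against adult rats. Myh3, an embryonic myosin (chromosome 10, 53814193 to 53814252), had a level of 5.59 ± 0.43 (SD, n = 4 litters) in newborn, −1.54 ± 0.27 (SD, n = 4) in adult and −1.24 ± 0.44 (SD, n = 4) in old rats. Its log2 change was 7.13 against adult rats (standard error 0.53, adjusted p = 1.12e-11) and 6.83 against old rats (adjusted p = 4.33e-11). Alox15, a lipoxygenase (chromosome 10, 57199825 to 57199884), changed by 6.09 (adjusted p = 6.54e-16) against adult and 5.73 (adjusted p = 2.63e-15) against old rats. Tnni2, a troponin of skeletal muscle (chromosome 1, 202849772 to 202849831), changed by 5.43 (adjusted p = 1.59e-10) and 4.06 (adjusted p = 3.86e-08). Myh3 and Tnni2 are on the list of skeletal muscle genes, whose levels moved together between pups of a litter (mean correlation 0.7005). Thbs2 (chromosome 1, 53592096 to 53592155) rose by 3.57 against adult rats and 5.57 (adjusted p = 3.51e-18) against old rats. The largest changes downwards among the ranked transcripts were those of Mell1 (chromosome 5, 171712132 to 171712191), with −5.93 (adjusted p = 1.14e-21) and −8.16 (adjusted p = 5.33e-25), and of 2 probes of Spin2a on chromosome 6. These had −6.76 and −6.64 against adult rats and −7.62 and −7.54 against old rats.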

Only 0.25% of the transcripts showed differential expression between adult and old rats. 

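Between adult and old rats, 79 transcripts (0.334% of those tested) were called, 52 higher and 27 lower in adult rats. Without a filter on dim probes 936 were called, and with the normexp background and quantile normalization 32. Scaling to the 75th percentile gave 58 higher and 17 lower, and quantile normalization 60 and 22. The methods' t-test on rat values called 60 (0.2535%) after Benjamini-Hochberg adjustment and 68 at an unadjusted p under 0.01. With the slide as a random block 76 were called, and with the scan day 74. No adult rat was scanned on the same day as an old rat, so that scan day and age cannot be told apart here.
Among the transcripts with a gene symbol that were expressed in all 3 age groups and called with every adult rat beyond every old rat, highest in adult against old rats was Ctsk, a cathepsin (chromosome 2, 190368355 to 190368414), at 5.28 ± 0.59 against 0.22 ± 0.85 (SD, n = 4 rats each), a log2 change of 5.06 (33.3-fold, adjusted p = 5.83e-11). It was followed by the bone matrix genes Ibsp (chromosome 14, 6549186 to 6549245), with 4.06 (16.7-fold, adjusted p = 4.4e-12), and Dmp1 (chromosome 14, 6637483 to 6637542), with 3.79 (13.9-fold, adjusted p = 8.75e-11). Lowest in adult rats, among the transcripts ranked in this way, were Cdh22 (chromosome 6, 134126054 to 134126113), with −3.38 (adjusted p = 6.28e-09), Cmahp (chromosome 17, 47675339 to 47675398), with −3.14 (adjusted p = 0.00166), and Olr844 (chromosome 5, 70091299 to 70091358), with −2.86 (adjusted p = 0.00383). The call of Cmahp was lost with the scan day as a random block and in the methods' t-test on rat values. That of Olr844 was lost without adult rat 16 (−2.08), without old rat 18 (−2.67), with the rat, slide or scan day as a random block and in both forms of the methods' t-test.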

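Lists of genes drawn up for cell types and processes were compared between age groups with limma's camera test, at the preset correlation of 0.01 between genes, over 24415 genes with 1 probe each. The p values were adjusted over 51 tests, of 17 lists in 3 comparisons, and 24 were under 0.05. All 24 were also called by fry, which called 43, and none by camera with the correlation estimated from the data. The list for the cell cycle, of which 44 genes were tested, had a median log2 change of 2.20 in newborn against adult rats (43 of 44 genes higher, adjusted p = 3.756e-15) and of 2.99 against old rats (42 of 44, adjusted p = 2.048e-26). Its median level was 4.30 ± 0.14 (SD, n = 4 litters) in newborn, 1.89 ± 0.10 (SD, n = 4) in adult and 1.30 ± 0.12 (SD, n = 4) in old rats, and all 19 pups lay above every adult and old rat. Cdk1, its gene with the highest mean level over the 27 rats, stood at 7.80 in newborn, 4.84 in adult and 4.13 in old rats, and Aurkb, the next, at 6.00, 5.75 and 5.44. Of the 34 tested genes of the list for neurogenesis, 13 are also on another list. Its median change was 0.63 against adult rats (24 of 34 genes higher, adjusted p = 0.2597), which was not called, and 0.93 against old rats (adjusted p = 0.0005481). The list of mature olfactory sensory neuron genes other than ORs, with 21 genes tested, had a median change of −1.85 against adult rats (18 of 21 lower, adjusted p = 1.817e-07) and of −1.83 against old rats (adjusted p = 1.596e-08). Its median level was 4.65 ± 0.16 (SD, n = 4 litters) in newborn, 6.22 ± 0.21 (SD, n = 4) in adult and 6.65 ± 0.16 (SD, n = 4) in old rats. The fall was not uniform, since its 3 genes with the highest mean level over the 27 rats hardly changed against adult rats. Ckb stood at 10.12 in newborn, 10.23 in adult and 11.17 in old rats. Nsg1 stood at 9.35, 9.42 and 10.30, and Calb2 at 9.10, 9.16 and 9.62. The 3 probes of Gnal on chromosome 18, which encodes the G protein subunit of olfactory neurons, changed by −1.82, −2.06 and −2.03 against adult rats and by −1.95, −2.01 and −2.25 against old rats. The camera test was tried on simulated data with 21519 genes and called 10 of 10 lists shifted in newborn rats and 0 of 10 others in newborn against adult and newborn against old rats. In adult against old rats, which that shift leaves alike, it called 0 lists, and with 10 lists shifted in adult rats it called 10 of them and 0 of 10 others. The simulated genes varied independently of each other. The simulation therefore cannot show how often a list whose genes move together is called falsely.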

Gene ontology (GO) classification analysis of the genes that were up-regulated in newborn rats showed that most of these genes were related to the "Cell Cycle" and "Neurogenesis", whereas the genes up-regulated in adults and old rats were related to the sensory perception of smell. 

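The list of 35 tested ossification genes had a median log2 change of 1.79 in adult against old rats, with 27 of 35 genes higher in adult rats (camera, adjusted p = 3.168e-11). Its median level was 4.23 ± 0.55 (SD, n = 4) in adult and 2.60 ± 0.29 (SD, n = 4) in old rats, and every adult rat lay above every old rat (exact two-sided permutation test, p = 0.0286). Its genes with the highest mean level over the 27 rats were Col1a1, at 10.54 in adult and 7.21 in old rats, Sparc, at 9.86 and 8.68, and Acp5, at 9.17 and 7.62. In newborn against adult rats its change was 0.31 (adjusted p = 0.415), and against old rats 2.10 (32 of 35 genes higher, adjusted p = 2.481e-10). The lists for the cell cycle, with 0.71 (39 of 44 genes higher, adjusted p = 5.409e-11), and neurogenesis, with 0.34 (adjusted p = 0.005339), were also higher in adult than in old rats. Among 35 splits of the adult and old rats, the real one included, 6 gave a camera value as strong for ossification. For the cell cycle 5 did, and for neurogenesis 11.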

Genes that were less strongly expressed in old rats than in adult rats were classified into GO categories associated with "Developmental processes", "Organ division" and "Ossification" (see also additional file 7 for a complete list of GO terms). Similarly, many OR genes (Figure 8) were identified as less strongly expressed in newborns than in animals of the two other groups, but eight OR genes were found to be overexpressed at birth. 

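In newborn against adult rats 39 OR genes of the 392 tested were called, all lower in newborn rats. In newborn against old rats 91 were called, of which 89 were lower and 2 higher. Against both adult and old rats 37 were called, all lower. Without a filter on dim probes, 9 were called higher and 146 lower against both, and with the normexp background and quantile normalization 0 and 4. Adjusted over the list alone, the numbers were the same, 39 and 91. The median log2 change of the 392 OR genes was −0.83 against adult and −1.64 against old rats, with 305 and 363 of them lower. Per rat, the median level of these OR genes was −0.28 ± 0.17 (SD, n = 4 litters) in newborn, 0.57 ± 0.24 (SD, n = 4) in adult and 1.37 ± 0.18 (SD, n = 4) in old rats, and every litter lay below every adult and old rat. Among 248 OR genes above background on all 35 arrays the medians were −0.96 and −1.67. At an adjusted p under 0.01 without a minimum fold, 27 OR genes were higher and 218 lower in newborn than in adult rats, and 13 higher and 325 lower than in old rats. Adjusted over the list alone, 241 and 340 OR genes in either direction had such a p. The methods' t-test on rat values, after Benjamini-Hochberg adjustment, gave 15 higher than in adult rats and 7 higher than in old rats.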

*Olr1079 *and *Olr1055 *were particularly strongly expressed in all newborns, with transcript levels between 4.6 and 7.7 times higher than in old rats and between 3.2 and 4.8 times higher than in adult rats (Table 3). 

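The probe of Olr1079 (chromosome 7, 12128034 to 12128093) had a log2 level of 1.31 ± 0.14 (SD, n = 4 litters) in newborn, −0.55 ± 0.82 (SD, n = 4) in adult and −1.47 ± 0.27 (SD, n = 4) in old rats. Its log2 change was 1.87 (standard error 0.25, adjusted p = 3.8e-07) against adult rats and 2.78 (adjusted p = 7.21e-10) against old rats, or 1.71 and 2.83 relative to all transcripts. Over the 4 litters, it was between 3.21-fold and 4.02-fold higher than in adult rats and between 6.07-fold and 7.60-fold higher than in old rats. The 19 pups, between 0.59 and 1.92, all lay above the adult rats (between −1.58 and 0.21) and the old rats (between −1.85 and −1.24). Its call against adult rats was lost in the methods' t-test on rat values. Olr1055 (chromosome 7, 7860982 to 7861041) had a level of 0.93 ± 0.18 (SD, n = 4 litters) in newborn, −1.09 ± 0.37 (SD, n = 4) in adult and −1.41 ± 0.70 (SD, n = 4) in old rats. Its changes of 2.03 (adjusted p = 1.14e-07) and 2.34 (adjusted p = 1.54e-08) kept an adjusted p under 0.01 under every alternative run for them. The litters lay between 3.66-fold and 4.80-fold above adult rats and between 4.56-fold and 5.96-fold above old rats. Both genes were above background on all 19 newborn arrays and on 7 of 8 arrays of each older group.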

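The probe of Olr1119 (chromosome 8, 16256473 to 16256532) had a log2 level of 0.49 ± 0.30 (SD, n = 4 litters) in newborn, −1.32 ± 0.35 (SD, n = 4) in adult and −1.32 ± 0.61 (SD, n = 4) in old rats. Its log2 change was 1.80 against adult (adjusted p = 1.28e-07) and 1.80 against old rats (adjusted p = 1.83e-07). Every litter had an adjusted p under 0.01 against both groups, with folds between 2.90 and 4.41. For L1 against old rats the fold was 2.96 (adjusted p = 6.37e-05). Neither form of the methods' t-test called L1 against old rats after Benjamini-Hochberg adjustment.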

The expression levels of another OR gene, *Olr1119*, were found to be higher in all newborns than in adults and, for three of the four litters, than in old rats (Table 3). Three OR genes (*Olr336*, *Olr921 *and *Olr581*) were overexpressed in pups from litters L2 to L4; one OR gene, *Olr441*, was overexpressed in litters L2 and L3; and another OR gene, *Olr995*, was overexpressed in litter L3 only.

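Olr336 (chromosome 1, 215444562 to 215444621), with a level of −0.12 ± 0.21 (SD, n = 4 litters) in newborn rats, was 2.17-fold above adult (adjusted p = 1.73e-05) and 2.19-fold above old rats (adjusted p = 1.76e-05). All 4 litters had an adjusted p under 0.01 against both groups. For L1, with 1.88-fold (adjusted p = 0.00265) and 1.90-fold (adjusted p = 0.00286), both forms of the methods' t-test lost the call after adjustment, as did the fits without rat 10. Olr921 (chromosome 7, 4080728 to 4080787) was 2.56-fold above adult (adjusted p = 1.31e-05) and 4.36-fold above old rats (adjusted p = 2.05e-08). L1 was 1.58-fold above adult rats (adjusted p = 0.0528), which was not called, and 2.69-fold above old rats (adjusted p = 0.000248), a call lost in both forms of the methods' t-test. Olr581 (chromosome 3, 71329550 to 71329609) was 2.89-fold above adult (adjusted p = 1.59e-05) and 1.93-fold above old rats (adjusted p = 0.00306). Its call against old rats was lost without old rat 17 (log2 change 0.65) and without old rat 20 (0.82). Olr441 (chromosome 3, 68543869 to 68543928) was 1.96-fold above adult (adjusted p = 0.00143) and 1.89-fold above old rats (adjusted p = 0.00262), and its call against old rats was lost without old rat 17 (0.70). Olr995 (chromosome 7, 6336349 to 6336408) was 1.76-fold above adult (adjusted p = 0.00169) and 1.67-fold above old rats (adjusted p = 0.004). Its calls were lost without adult rat 16 (0.67) and without old rat 17 (0.58) or 19 (0.72), in that order. With the slide or the scan day as a random block, Olr581 was not called against old rats, nor Olr441 and Olr995 against either group.

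**Figure D3:**
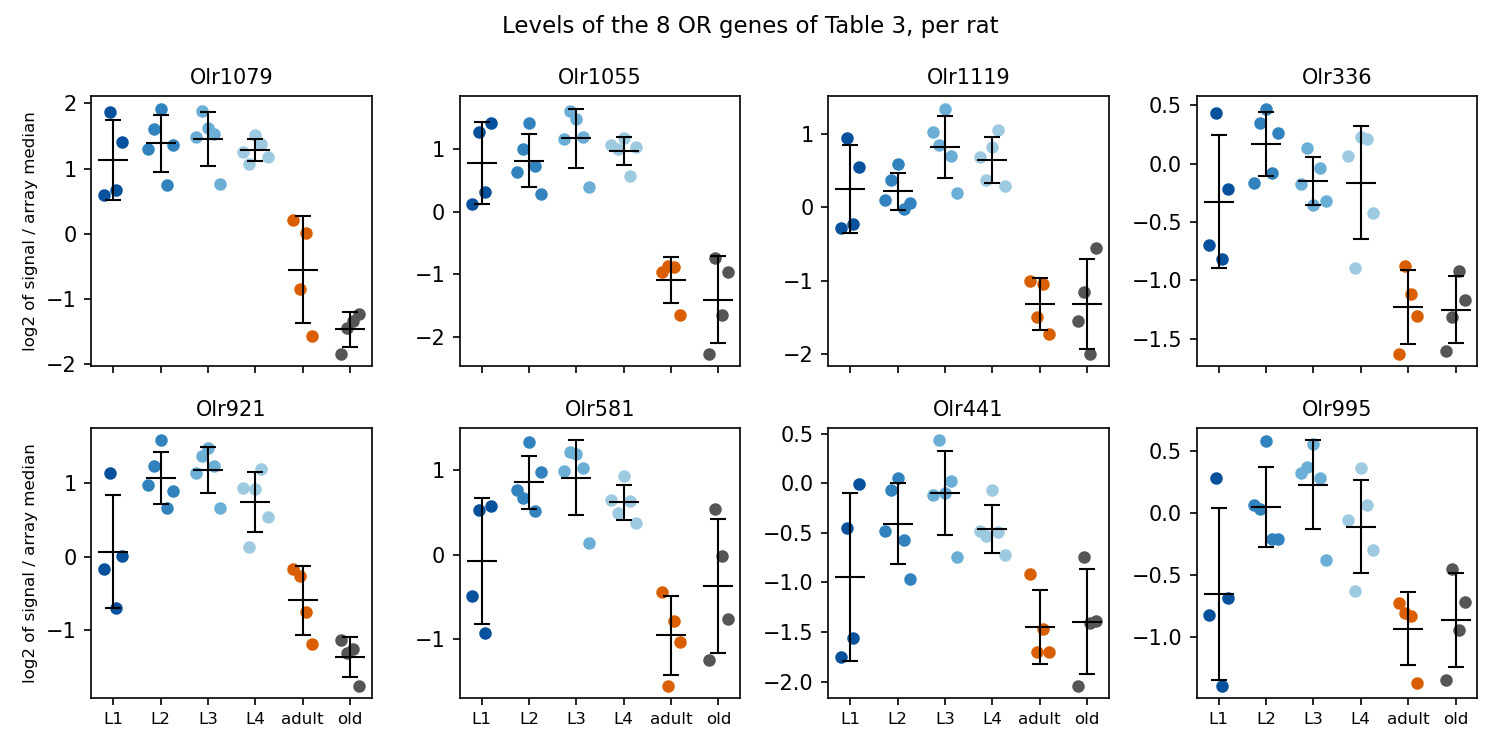
Level of the 8 OR genes of Table 3 per rat, as the log2 of the signal divided by the array's median (vertical axis), for the pups of each litter, adult rats and old rats; bars give the group mean and SD. The pups lie above every adult and old rat for Olr1079, Olr1055 and Olr1119, and overlap with adult or old rats for Olr336, Olr921, Olr441, Olr581 and Olr995.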

**Table 3:** OR genes upregulated in newborns

Gene Symbol	Family/Subfamily	L1 vs Adult	L1 vs Old	L2 vs Adult	L2 vs Old	L3 vs Adult	L3 vs Old	L4 vs Adult	L4 vs Old	Adult vs Old
**Olr1079**	7A	3.2	**6.1**	3.9	**7.3**	4.1	**7.7**	3.6	**6.8**	-
**Olr1055**	6AO	3.7	4.6	3.8	4.7	4.8	**6.0**	4.2	**5.2**	-
**Olr1119**	7B4	3.0	-	2.9	2.9	4.4	4.4	3.9	3.9	-

**Olr336**	5AF	-	-	2.7	2.7	2.1	2.2	2.1	2.1	-
**Olr921**	6D	-	-	3.2	**5.4**	3.4	**5.8**	2.5	4.3	-
**Olr581**	5O	-	-	3.5	2.4	3.7	2.4	3.0	-	-

**Olr441**	5F	-	-	2.1	2.0	2.6	2.5	-	-	-
**Olr995**	6D	-	-	-	-	2.3	2.2	-	-	-

List of OR genes found to be up-regulated in newborn rats by t-test analysis (*p *value < 0.01). Fold differences are expressed with respect to adults and old rats. Figures in bold pointed to fold differences > 5 and "-" mean that the t-test analysis gave no significant *p *value.

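By litter, 3 of 4 litters had an adjusted p under 0.01 against adult rats for each of Olr921, Olr581, Olr441 and Olr995. Against old rats, all 4 litters did for Olr921, and 2 did for each of Olr581, Olr441 and Olr995. The folds of the single litters lay between 1.58 and 3.41 against adult and between 2.69 and 5.80 against old rats for Olr921, and between 1.84 and 3.64 and between 1.23 and 2.43 for Olr581. For Olr441 they lay between 1.42 and 2.54 and between 1.37 and 2.45, and for Olr995 between 1.22 and 2.24 and between 1.16 and 2.13. Folds of at least 5 occurred only against old rats, in 4 litters for Olr1079 and in 2 litters each for Olr1055 and Olr921. Olr441 was 1.98-fold higher in L4 than in adult rats (adjusted p = 0.00676), and Olr995 1.98-fold higher in L2 (adjusted p = 0.00198). Between adult and old rats, none of the 8 genes had an adjusted p under 0.01 with limma. The lowest, for Olr1079 (log2 change 0.92, adjusted p = 0.0177), passed it with the 75th percentile, with quantile normalization, with every array as a sample and without rat 16 (1.26).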

**Figure 8:**
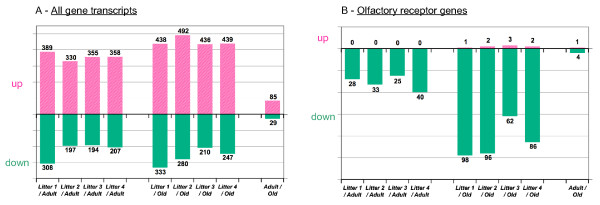
**Up- and down-regulated transcripts and OR genes**. Numbers of up- and down-regulated transcripts and OR genes (fold change ≥ 5) identified by pair-wise comparisons between age groups.

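By litter, the transcripts called against adult rats numbered 408 higher and 297 lower in L1, 336 and 170 in L2, 379 and 159 in L3, and 400 and 185 in L4. Against old rats they numbered 456 higher and 360 lower in L1, 492 and 288 in L2, 466 and 211 in L3, and 464 and 256 in L4. Quantile normalization moved the division against adult rats, to 257 higher and 230 lower in L2, 307 and 219 in L3, and 314 and 239 in L4, and scaling to the 75th percentile to 234 and 251, 285 and 222, and 295 and 247. Against adult rats 0 OR genes were called higher in any litter, while at an adjusted p under 0.01 without a minimum fold 16, 20, 32 and 19 were higher in L1 to L4. The OR genes called lower than in adult rats numbered 50, 32, 24 and 40. Against old rats, 1, 2, 3 and 2 OR genes were called higher and 119, 98, 61 and 92 lower. The methods' t-test on rat values called 21 OR genes in L1 against adult rats after Benjamini-Hochberg adjustment and 41 at an unadjusted p under 0.01. Within the scan day shared by L1 and the old rats, 120 OR genes were called with the day as a block. Between adult and old rats 5 OR genes were called, all lower in adult rats, and without rat 16 the number was 1. At an adjusted p under 0.01 without a minimum fold, limma gave 2 OR genes higher and 166 lower in adult than in old rats. Of the 392 OR genes tested, 352 were lower in adult rats. Adult and old rats shared no scan day.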

Next, we performed RTqPCR for the set of the 77 OR genes described above, to compare their expression levels at birth, adulthood and in old age in the olfactory epithelium RNA samples prepared from nine newborn rats from three different litters, three adult rats and three old rats. Box plots (Figure 9) showed that these 77 OR genes have a range of expression levels much greater in newborns than in older animals, and an expression level generally lower in newborns than in adult and old rats. This may be due to the immaturity of the olfactory system in young animals, consistent with the smaller number of OR genes expressed at birth.

**Figure 9:**
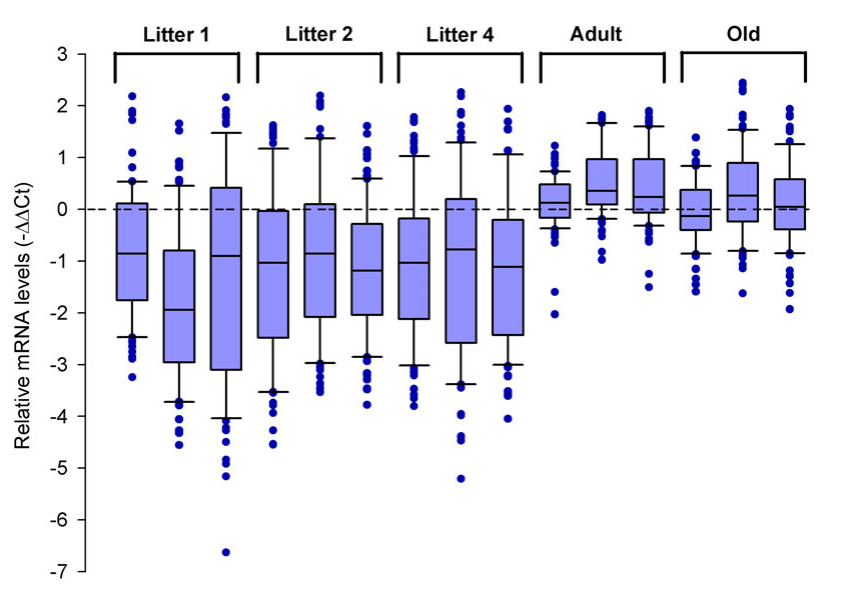
**Box plots of RTqPCR data**. The RTqPCR results detailed in Figure 10 are presented as box plots. Note the lower positions of the medians for the newborn samples and the greater dispersion of ΔΔCt values. A Mann-Whitney test performed with the 77 values calculated for the different samples confirmed that the data obtained for newborns differed from those obtained for the old and adult groups (*p *values < 10^-10^).

Of these 77 OR genes, 43 (56%) were underexpressed at birth (Figure 10C), 29 (38%) were expressed at similar levels at all ages (Figure 10D) and five (*Olr156*, *Olr382*, *Olr1163*, *Olr1219 *and *Olr1234*) were overexpressed at birth (Figure 10B). As these five OR genes were not expressed in all three age groups, they were not included in the t-test analysis. These genes should be added to the list of OR genes that are more strongly expressed at birth.

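Of these 5 OR genes, Olr1234 (chromosome 8, 40553606 to 40553665) was above background on 4, 4, 5 and 5 arrays of L1 to L4, and on 6 of 8 arrays of each older group, and was among the tested transcripts. It was 1.59-fold higher in newborn than in adult rats (adjusted p = 0.0711) and changed by −0.31 on the log2 scale against old rats (adjusted p = 0.419). Olr382 (chromosome 1, 217140714 to 217140773) was above background on 3, 0, 4 and 4 arrays of L1 to L4, 7 adult and 3 old arrays. Its folds were 1.03 against adult (adjusted p = 0.885) and 1.09 against old rats (adjusted p = 0.702). Olr1163 (chromosome 8, 18352058 to 18352117) was above background on 7 of 19 newborn arrays, 1 adult and no old array. It was 2.61-fold higher in newborn than in adult rats (adjusted p = 0.00212), a call lost without adult rat 16 (log2 change 1.09) and with the 75th percentile, the series matrix values, the methods' order of floor and scaling, the normexp background, litter means as replicates, or the rat, slide or scan day as a random block.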

**Figure 10:**
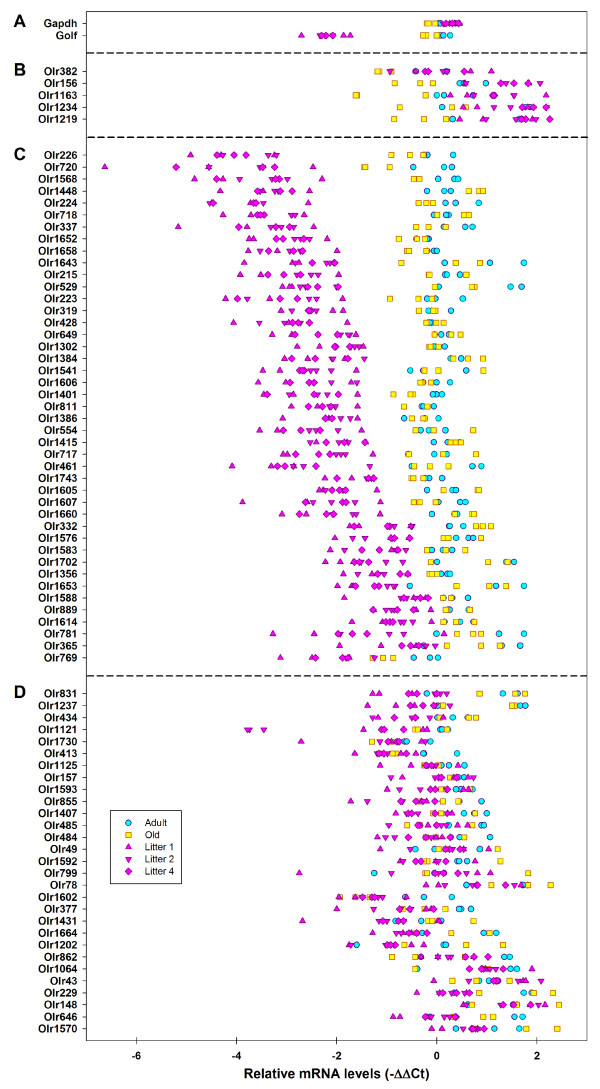
**Relative expression of a subset of 77 OR genes at three different ages**. RTqPCR was performed for 77 OR mRNAs, with olfactory epithelium mRNA prepared from 3 adult rats, 3 old rats and 9 newborn rats from three litters (L1, L2 and L4) used as a template (i.e. 15 samples, each analyzed in triplicate). Results are expressed as ΔΔCt values with *Hprt *taken as a reference (x axis). Gene names are distributed into four sectors, from top to bottom: (A) *Gαolf*, which is clearly less strongly expressed at birth and *Gapdh*, which is expressed at similar levels in all age groups, (B) 5 OR genes more strongly expressed at birth than later in life, (C) 43 OR genes far less strongly expressed at birth than at other ages and (D) 29 genes expressed to a similar extent at birth and at other ages or only slightly less strongly expressed at birth.

These findings -- the results of the statistical analysis (t-test; Table 3) identifying eight OR genes more strongly expressed in newborn rats than in adults, the results of RTqPCR, showing five genes overexpressed in newborn rats (Figure 10) and those presented in Figure 6 (n = 3) -- suggest that a small set of OR genes are more strongly expressed in newborn animals, with the vast majority expressed at a lower level in these animals.

## Conclusion

We report patterns of gene expression in the olfactory epithelium of adult Brown Norway rats. We found that 2/3 of the probes (i.e. 26,701 probes spotted on the arrays) gave a hybridization signal identifying genes expressed at a detectable level. The corresponding genes included 732 OR genes (65% of the total OR repertoire). We also showed by clustering analysis of the transcripts expressed in common that the pattern of expression depended on the age of the animal rather than on individual characteristics. The number of genes expressed in the olfactory epithelium, whatever their coding function, was found not to differ significantly from those reported for other tissues [39] or from the number of OR genes expressed in the mouse or human olfactory epithelium [9,10,27]. However, the classification of a gene as expressed or not expressed depends on both the detection threshold and the analytical methods used. Different arrays made with different probes may give slightly different results, as some genes not detected with one brand of microarrays may be detected by another brand due to different hybridization conditions or probe characteristics. Furthermore high-throughput sequencing, depending upon the sequencing depth, can be expected to extend the list of expressed genes [40]. Extending the list of weakly expressed OR genes is also likely to increase the ratio between the most and least strongly expressed genes.

Extending the list of poorly expressed OR genes will raise many questions. What is the minimum level at which an OR gene must be expressed to induce a signal recognized and processed by the brain? Why are some OR genes strongly expressed, whereas others are expressed only very weakly, if at all? Is this a consequence of the environment or does the panel of expressed OR genes represent the minimum required for the recognition of all relevant odorants, including those not yet encountered? In this case, under what circumstances may the transcription of weakly or not expressed OR genes be up-regulated? Answers to these questions might be obtained by subjecting rats to different olfactory environments.

Little difference was found between the olfactory epithelium mRNA profiles of individual Brown Norway adult rats of the same age, sex and origin, allowing a reference transcriptome to be defined. However, the RNA profiles of newborn, adult and old rats showed marked differences: both the lists of genes specifically expressed at each age group and the levels of expression of genes expressed in all three age groups differed between the three groups, allowing a clear clustering of the samples as a function of age. Although 22-month old rats may not be considered very old, it should be noted that the life expectancy of male Brown Norway rats is only around 31 months [41]. The gradual loss of olfactory responses in old age is probably at least in part due to the loss of central brain function [42,43]. However, the small but measurable changes in the mRNA profiles of the olfactory epithelium observed in this study between adults and old rats may also contribute to this deterioration. The smaller number of OR genes expressed and their lower levels of expression at birth would be consistent with an incomplete development of olfactory function at this age.

The Venn diagrams, t-tests and RTqPCR analyses reported here all indicate that a small number of OR genes (n = 16) were more strongly expressed or expressed exclusively in newborn rats from different litters. This number is likely to be an underestimation considering that five of the 77 OR genes taken at random were overexpressed at birth. The types of ligand they recognize are not known, but given that two- to five-day-old rats are blind and deaf, these OR genes may be important for behavior, mother-pup relationship and/or nipple recognition. These findings are consistent with the recent observation that newborn rats react to odorant exposure [44].

## Methods

### Animals

Brown Norway rats were obtained from Charles River Laboratories (L'Arbresle, France) or Elevage Janvier (Le Genest-Saint-Isle, France). Female rats with their progeny (3 to 5 days old) were purchased from Charles River Laboratories. From their arrival until the time at which they were killed, the rats were kept in the animal house (12:12 h light/dark cycles with free access to food and water) under the rules established by the Board of the Ethical Committee.

### Olfactory epithelium dissection

Rats were anesthetized with an injection of 0.3 ml/100 g body weight ketamine hydrochloride (Clorketam 1000 from Vetoquinol). They were then killed by decapitation. Rat skulls were opened through a sagittal section and right and left olfactory epithelia were quickly removed and placed separately in RA1 Buffer from the Nucleospin RNA II kit (Macherey-Nagel, Düren, Germany).

### RNA isolation

Total RNA was isolated with the Nucleospin RNA kit, according to the manufacturer's (Macherey-Nagel, Düren, Germany) instructions, which included an in-column DNase treatment before RNA elution, to ensure the absence of genomic DNA. Recovered RNA was quantified with a Nanodrop ND-1000 spectrophotometer (NanoDrop Technologies, Cambridge, UK), and RNA integrity was assessed with the RNA 6000 Nano LabChip kit, using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto CA, USA). Only RNA samples with an RNA Integrity Number (RIN) greater than 8.8 were used for further analysis (RNA profiling analysis and real time reverse transcription PCR analysis). Application of this strict quality threshold resulted in the elimination of the left sample from one male adult rat from Elevage Janvier.

### Target preparation and microarray hybridization

RNA samples were labeled with the Agilent Low RNA Input Fluorescent Linear Amplification kit (p/n 5184-3523), according to the manufacturer's instructions. Briefly, 350 ng of total RNA was used as template for reverse transcription to generate cDNA, which was transcribed with T7-polymerase; cyanine-3 (Cy3)-labeled CTP was used for labeling. Cy3 labeling was monitored with a Nanodrop ND-1000 spectrophotometer and was found to be between 1.2 and 1.9 pmol/μl.

Hybridization was performed with the Agilent Gene Expression Hybridization kit (p/n 5188-5242), used according to the manufacturer's instructions. Briefly, 1650 ng of labeled cRNA from each RNA sample was mixed with Hybridization Buffer and Blocking Agent and subjected to fragmentation (by incubation for 30 min at 60°C in the dark). Hybridizations onto 4 × 44K Whole Rat Genome 60-mer oligonucleotide microarrays (G4131F) (Agilent Technologies, Palo Alto CA, USA) were performed in a rotary oven (65°C, 17 h and 10 rpm) in the dark. Slides were disassembled and washed in Gene Expression Wash Buffers I and II, according to the manufacturer's instructions, and dried with a nitrogen-filled air gun before scanning. Fifteen arrays were used for the experiment analyzing the male/female and rat origin comparisons. Thirty-five arrays were used for the "aging" comparison.

### Data acquisition and processing

Microarrays were scanned with a dynamic autofocus microarray scanner (Agilent DNA Microarray Scanner), using Agilent parameters. Feature Extraction software version 9.5 was used to extract and analyze the signals. Array results were analyzed with GeneSpring GX software version 7.3 (Agilent Technologies), via the Enhanced Agilent Feature Extraction Import Preprocessor.

Data were normalized in two steps, using the algorithms supplied with the Feature Extraction software. Data were first transformed to convert any negative value to 0.01; normalization was then performed by a per-chip 50^th ^percentile method, which normalized the data for each chip with respect to the median of the chip concerned, allowing comparison between chips. A second normalization step was applied to the results for each gene across all the arrays in the study ("normalize to median"): the median of all the values obtained for a given gene was calculated and used as the normalization standard for that gene, such that, regardless of absolute differences in the expression of the various genes, all were placed on the same scale for comparison.

The accuracy of microarray results was assessed by comparing the overall gene expression levels for each chip by box plot analysis. Each box plot was centered on zero, with comparable dynamic intensities, demonstrating the technical homogeneity of the experiment overall (data not shown).

The microarray data have been uploaded into the Gene Expression Omnibus (GEO) database (SuperSeries no. GSE15954 and samples nos. GSM400094-GSM400143).

### Expressed transcripts

Low-intensity and unreliable results were removed using a "filter on flags" feature, with standardized software algorithms classifying spots as "present," "marginal," or "absent". Spots were considered "present" only if the output was uniform, not saturated and significantly above background; spots that satisfied the main requirements but were outliers relative to the typical values for the other genes were considered "marginal". Filters were set to retain for further analysis only those values classified as "present" or "marginal".

The terms "present" or "marginal" defining the nature of the hybridization signals on each microarray should not be confused with the terms expressed transcripts, weakly expressed transcripts and not expressed transcripts defined by comparing the results obtained with the different samples, as explained in Figure 1.

### Content of the 44K Agilent microarrays

There are currently 44,012 probes on each microarrays. By annotation assignments [45], accession numbers could be assigned to 39,308 of the 39,688 probes for which the manufacturer provided chromosomal location information: rat GenBank accession numbers were assigned for 36,383 of the probes; rat Ensembl transcript identifications (IDs) were assigned for 168 other probes; and non-rat accession numbers for 2,757 probes for which no rat annotations were available. Together, these probes encompass 23,642 unique rat accession numbers and 2,270 unique non-rat accession numbers and represent 16,947 rat Unigene IDs plus 5,941 non-rat Unigene IDs (Unigene build 166). In addition to these probes, there are a number of so-called technical probes engineered by Agilent and used by GeneSpring to ascertain the quality of the data. For additional details, please consult the Agilent website [46].

Due to uncertainties regarding the names of a number of genes that are probed by many oligonucleotides on the arrays, the term "gene transcripts", used throughout this paper, designates transcripts and genes collectively identified by these probes, except for OR genes that are annotated as such. Although some gene transcripts were probed by more than one oligonucleotide, each OR gene was probed by a single oligonucleotide.

### Selection of differentially expressed genes

We performed t-test analysis with GeneSpring software (Benjamini & Hochberg correction for false discovery rate (*p *value of 0.01)) to select genes that were differentially expressed between groups.

### Hierarchical clustering

Hierarchical support trees including bootstrap analysis with replacement after 1000 iterations were constructed with TIGR Mev v 4.2 software [47]. Numbers at the nodes (range = 1 to 100) indicate the support for the clustering. The clustering pattern was generated by Pearson Correlation with average linkage clustering.

### Functional annotation

Analysis of the enrichment of expressed genes with Gene Ontology (GO) categories (i.e. GO terms with a significantly larger number of associated genes than expected for a random distribution) was performed with NIH DAVID [48,49]. Briefly, the GenBank accession numbers of the genes of interest were uploaded to the DAVID website and analysis was carried out with the *Rattus norvegicus *gene repertoire as a reference list. GO categories with significantly larger numbers of expressed genes than expected (*p *value corrected < 0.05) were selected.

### Real time reverse transcription PCR analysis (RTqPCR)

RTqPCR was performed for a number of genes, with forward (F) and reverse (R) primers designed with Primer3 software [50] (additional file 8). Primer specificity was assessed from the monophase dissociation curves. Only pairs presenting similar efficiencies (100 ± 5%) were retained (data not shown). Briefly, the High-Capacity cDNA Archive kit (Applied Biosystems, Foster City, CA, USA) was used for reverse transcription and the Power SYBR Green PCR master kit (Applied Biosystems) was used for quantitative PCR, according to Applied Biosystems gene amplification specifications (40 cycles of 15 s at 95°C and 1 min at 60°C). Gene expression was analyzed with the ABI Prism 7900HT sequence detection system, and results were handled with the associated SDS version 2.3 software (Applied Biosystems).

*Hprt *(hypoxanthine-guanine phosphoribosyltransferase) mRNA levels did not vary significantly between groups or experiments. This gene was therefore used as an internal reference for the comparison of rats of different origins and ages. The relative amounts of gene transcripts were determined by the Ct method [51]. Each PCR was carried out in triplicate. Results from different samples were compared to a "control sample" corresponding to RNA prepared from one adult rat epithelium.

## List of abbreviations used

Cy: cyanine; DNA: deoxyribonucleic acid; GEO: Gene Expression Omnibus; GO: Gene Ontology; OR: olfactory receptor; OSN: olfactory sensory neuron; PCA: principal component analysis; PCR: polymerase chain reaction; RIN: RNA integrity number; RNA: ribonucleic acid; RT: reverse transcription; SD: standard deviation

## Authors' contributions

MR carried out molecular genetic experiments, interpreted the data and drafted the manuscript. SR carried out molecular genetic experiments. AV participated in the statistical treatment of the data. FG conceived, designed, coordinated the study and helped write the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of the 1136 OR genes that are probed in the 44K Agilent microarray**. This XLS document contains a list of the 1136 OR genes that are probed in the 44K Agilent microarray. 

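Additional file 1 pairs each OR gene with the array's probe for it. It holds 1135 entries under 1102 different Olr names, and all 1135 probes and their 60-base sequences occur among the spots of the arrays. The detection of these probes differed between arrays, with between 352 and 693 of them above background on a newborn array, between 473 and 803 on an adult array and between 694 and 804 on an old array.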

Click here for file

Additional file 2 **Venn diagrams of transcripts and OR genes expressed in rats of the different groups of age**. This PDF document displays Venn diagrams of transcripts and OR genes expressed in rats of the different groups of age. 

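The overlaps of OR genes between age groups were also counted by litter. L1, adult and old rats expressed 460 in common, L2 424, L3 503 and L4 484. Expressed in adult and old rats but not in the litter were 155 for L1, 191 for L2, 112 for L3 and 131 for L4, which equal the numbers printed in the diagrams of Additional file 3. The litter and old rats, but not adult rats, expressed 40, 12, 33 and 22 OR genes, and the litter and adult rats, but not old rats, 4, 6, 12 and 11. Expressed in old rats alone were 38, 66, 45 and 56, and in adult rats alone 41, 39, 33 and 34.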

Click here for file

Additional file 3 **Venn diagrams of OR genes expressed in newborn rats**. (A) Numbers of expressed OR genes, deduced by microarray hybridization of the RNA samples prepared from newborns of four different litters compared to the OR genes expressed by adults and old rats. (B) Names of OR genes expressed in all newborn rats but not in adults and old rats. Comparisons of the OR genes expressed in each litter with the other two age groups showed that 15 to 23 OR genes per litter were expressed exclusively in newborn rats. 

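Besides Olr500 and Olr448, the OR genes expressed in all 4 litters and in neither adult nor old rats were Olr1729, Olr246, Olr962, Olr1595, Olr1219, Olr922 and an OR gene listed by accession. All of these 9 except Olr500 were above background on between 1 and 4 of the adult arrays. Newborn rats had higher levels than adult rats for Olr1729 (3.20-fold, adjusted p = 1.73e-05) and for the OR gene listed by accession on chromosome 7 (5.38-fold, adjusted p = 5.46e-08). Olr962 (1.28-fold, adjusted p = 0.0544) and Olr922 (1.38-fold, adjusted p = 0.061) were not called. Against old rats the OR gene listed by accession was at least 1.83-fold higher (adjusted p = 8.18e-12), Olr922 at least 1.57-fold (adjusted p = 9.97e-06) and Olr962 at least 1.23-fold (adjusted p = 8.21e-06), while Olr1729 was 1.30-fold higher (adjusted p = 0.263). In litters L2, L3 and L4, the genes were Olr201, Olr263, Olr698 and Olr156. Olr698 was at least 2.42-fold above adult (adjusted p = 2.54e-06) and at least 2.27-fold above old rats (adjusted p = 1.26e-13). Olr201 was 2.57-fold above adult rats (adjusted p = 0.00182), a call lost without rat 14 (log2 change 1.16) and without rat 16, and at least 1.37-fold above old rats (adjusted p = 2.53e-05). In L1, L3 and L4, Olr1338 was 2.43-fold above adult rats (adjusted p = 4.92e-05) and 1.24-fold above old rats (adjusted p = 0.255). Olr803 was at least 1.57-fold above adult (adjusted p = 5.67e-06) and at least 1.35-fold above old rats (adjusted p = 0.00203), the latter lost without rat 17 (1.64) or rat 20 (1.60).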

Interestingly, 9 of these OR genes were identified in newborn rats from all litters, four OR genes in litters L2, L3 and L4 and two OR genes in litters L1, L3 and L4. This suggests that newborn animals express a characteristic set of OR genes that is not expressed in older rats. Click here for file

Additional file 4 **mRNA levels of nine OR genes identified by microarray as expressed in adult and old animals but not in newborns**. Diagram showing RTqPCR results for nine OR genes randomly selected from the 28 OR genes not expressed at birth but expressed in adult and old animals; *Suclg1*, which was found on microarray analysis to be expressed to a similar extent in all the age groups tested, was used as a control in this experiment. Each mRNA was analyzed in triplicate and a mean value calculated. ΔCt values were calculated with respect to the *Hprt *values and ΔΔCt with respect to a control sample equated to 1. Further, the analyses were performed on four samples of the same group of age; error bars represent means ± SD (n = 4 rat RNA samples per group). Click here for file

Additional file 5 **Hierarchical clustering of samples using all transcripts for which mRNA was detected in all three groups of age**. Numbers at the nodes (range = 1 to 100) indicate support (bootstrap value) for the clustering. 

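For all transcripts, the cluster of the pups of L1 had a support of 100%, that of L2 51.8%, and those of L3 and L4 0. The pups of L1 all lay on 1 slide, scanned on another day than the other litters. Their cluster therefore cannot be told apart from slide and scan day. The pairs of arrays from 1 rat had a support of 93.3% for adult rat 13, 98.5% for adult rat 15, 100% for old rats 18 and 20 and 51.7% for old rat 19, and of 0 for rats 14, 16 and 17. For OR genes the highest supports of such pairs were 98.1% for old rat 17 and 83.6% for adult rat 13.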

Click here for file

Additional file 6 **Comparison of expression level between and within age groups**. These two figures illustrate the close level of mRNA expression observed between samples prepared from animals of the same group of ages. 

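For all transcripts expressed in common, each centred on its median over the arrays, the mean Pearson correlation between the 2 arrays of an adult rat was 0.884 ± 0.039 (SD, 4 pairs), against 0.809 ± 0.070 (SD, 24 pairs) between arrays of different adult rats. In old rats it was 0.924 ± 0.018 (SD, 4 pairs) and 0.885 ± 0.024 (SD, 24 pairs). These correlations are across genes, which are not independent replicates. The excess of the same rat was 0.0743 for adult rats (exact one-sided permutation test, p = 0.019 over 105 pairings) and 0.0397 for old rats (exact one-sided permutation test, p = 0.0095 over 105 pairings). Together it was 0.057, and lay between 0.0443 and 0.065 without any 1 rat. Both arrays of a rat lay on 1 slide with those of 1 other rat, and within a slide the excess was 0.0335 (exact one-sided permutation test, p = 0.0247 over 81 pairings).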

Figure A: the microarray expression levels of three OR mRNA taken at random are compared between the 19 pup samples from 4 litters, 8 samples from 4 adults and 8 samples from 4 old rats. Figure B is a color code hierarchical clustering representation of the profiles of the 393 OR mRNA expressed in common (see additional file 2) within the 35 samples prepared from newborn, adult and old rats. Click here for file

Additional file 7 **GO terms characterizing the transcripts and OR genes up- or downregulated in the three different age groups**. Differentially expressed genes: Newborn/Old rats (up-expressed in newborn rats/foldchange > = 5) Click here for file

Additional file 8 **Oligonucleotides used for RTqPCR**. This XLS file contains Oligonucleotides used for RTqPCR. Click here for file

# Supplementary material for: RNA profiles of rat olfactory epithelia: individual and age related variations
**Source:** BMC Genomics. 2009 Dec 2;10:572. doi: 10.1186/1471-2164-10-572
**Supplement:** Additional file 3 — Venn diagrams of OR genes expressed in newborn rats. (A) Numbers of expressed OR genes, deduced by microarray hybridization of the RNA samples prepared from newborns of four different litters compared to the OR genes expressed by adults and old rats. (B) Names of OR genes expressed in all newborn rats but not in adults and old rats. Comparisons of the OR genes expressed in each litter with the other two age groups showed that 15 to 23 OR genes per litter were expressed exclusively in newborn rats. Interestingly, 9 of these OR genes were identified in newborn rats from all litters, four OR genes in litters L2, L3 and L4 and two OR genes in litters L1, L3 and L4. This suggests that newborn animals express a characteristic set of OR genes that is not expressed in older rats.

A

Litter 1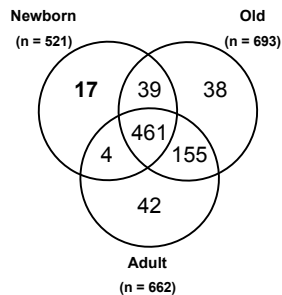Litter 2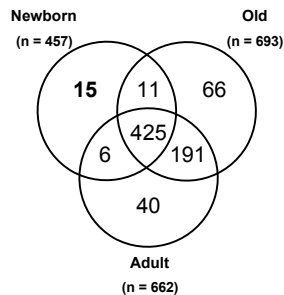Litter 3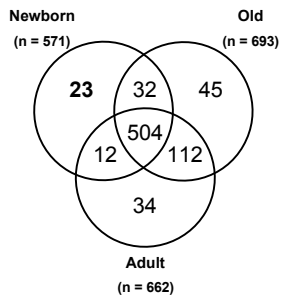Litter 4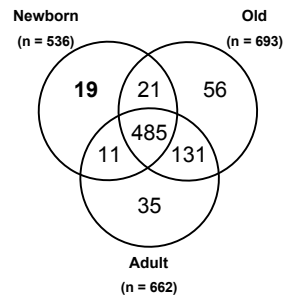

B

| Agilent Probe | Litter 1 | Litter 2 | Litter 3 | Litter 4 | Gene Symbol      | Family / Subfamily | Map   |
|---------------|----------|----------|----------|----------|------------------|--------------------|-------|
| A_44_P220334  | +        | +        | +        | +        | Olr1729          | -                  | 20p12 |
| A_44_P233712  | +        | +        | +        | +        | Olr246           | 5Y                 | 1q33  |
| A_44_P233726  | +        | +        | +        | +        | Olr962           | 6AK                | 7q11  |
| A_44_P236036  | +        | +        | +        | +        | Olr1595          | 6AD                | 13q24 |
| A_44_P293303  | +        | +        | +        | +        | <i>XM_345782</i> | 6D                 | chr7  |
| A_44_P463570  | +        | +        | +        | +        | Olr1219          | 5AO                | 8q21  |
| A_44_P465956  | +        | +        | +        | +        | Olr922           | 6AK                | 7q11  |
| A_44_P259882  | +        | +        | +        | +        | Olr448           | 5N                 | 3q24  |
| A_44_P198580  | +        | +        | +        | +        | Olr500           | 5A                 | 3q24  |
| A_44_P111786  |          | +        | +        | +        | Olr201           | 52AD               | 1q33  |
| A_44_P219721  |          | +        | +        | +        | Olr263           | 5Y                 | 1q33  |
| A_44_P323236  |          | +        | +        | +        | Olr698           | 4B                 | 3q24  |
| A_44_P192041  |          | +        | +        | +        | Olr156           | 52Y                | 1q32  |
| A_44_P116332  | +        |          | +        | +        | Olr1338          | 5AO                | 8q22  |
| A_44_P360600  | +        |          | +        | +        | Olr803           | 2F                 | 4q23  |
|               | +6 Olr   | +2 Olr   | +8 Olr   | +4 Olr   |                  |                    |       |

How the deposited data were processed for this re-analysis (not part of the article)

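RNA of the olfactory epithelium was measured on 35 Agilent whole rat genome arrays, each with 1 dye, from 19 newborn pups of 4 litters (L1 to L4), 4 adult rats and 4 old rats. The authors scanned the arrays and deposited the Feature Extraction output for each, in which the intensity of a spot has the local background subtracted and spatial trends removed, is not normalized between arrays and can be negative. Its companion columns, also deposited, hold the mean spot intensity and the median local background before subtraction, and flags for spots that are positive and significant, well above background, not uniform, population outliers or saturated. The files name 2 releases of the software, the earlier one for the adult arrays alone. The authors also deposited a matrix of ratio values from GeneSpring, in which negative values had been set to 0.01 and each array divided by its median and each probe by a constant. Set against the scanner values, all 41012 lines of the matrix matched a probe by spot number, and 99.37% of them had 1 constant over the arrays (SD of the log2 under 0.01). The matrix, with 1 blank and 201310 values at 0.01, was used as an alternative only.

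From the scanner files, control spots were left out and 41012 probes kept, with the spots of a repeated probe averaged after leaving out 890 values flagged as outliers on 494 probes. Each background-subtracted intensity was divided by its array's median, values under 0.01 were set to 0.01 and the log2 was taken. The 2 arrays of an adult or old rat were averaged, so that a rat is the replicate. A signal was above background when it was positive and significant, well above background, uniform and not saturated, on at least 0.5 of a probe's spots. Expressed and not expressed followed the thresholds of the paper, 3 arrays of a litter and 6 of 8 arrays. Expressed in common means expressed in each litter, in adult and in old rats. The 1135 OR genes were those of Additional file 1. The arrays' own gene names were used, except for 10735 of 24824 probes with an accession that the reference table of rat genes paired with a symbol. Coordinates are those of the files, in build rn3. The number of arrays limits the precision.

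Levels were compared with limma (lmFit and eBayes) in a fit over 6 groups, the 4 litters, adult and old rats, with newborn rats as the mean of the 4 litters. The p values were adjusted by the Benjamini-Hochberg method over the 23668 transcripts expressed in common, and a call required an adjusted p under 0.01 and a fold of at least 5. For single genes a call required the adjusted p alone. Gene lists were tested with camera at a correlation of 0.01 and adjusted over 51 tests, with an adjusted p under 0.05 as the threshold. The 17 lists were those for the cell cycle, neurogenesis, ossification, antigen presentation, mature and immature olfactory sensory neurons, globose and horizontal basal cells, sustentacular cells, ciliated respiratory cells, red cells, skeletal muscle, B, plasma and T cells, macrophages and neutrophils, the circadian clock, the sex chromosomes and reference genes. They were written from general knowledge of these cell types and processes, and the probe with the highest mean level stood for a gene. Clusters were tested with 1000 bootstrap resamples, and single comparisons with exact permutation tests or 100000 permutations. The limma fit, the methods' t-test, the gene list tests, the clusters and the correlations within litters and rats were first tried on simulated data with known answers.

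The genes named are every gene and OR gene the paper names for the ageing experiment in its text, Table 3, Figure 6B or Additional file 3, with the RTqPCR references Hprt, Gapdh and Gαolf. To these were added, for newborn against adult, newborn against old and adult against old rats, the 3 probes with a gene symbol and the largest log2 change in each direction among those called with every rat of a group beyond every rat of the other. These rules gave 49 probes.

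The slides and scan days were read from the files. Of the 10 slides, each with up to 4 arrays, those scanned on the first 2 days held adult rats, those of the third day L1 and old rats, and those of the last 2 days L2, L3 and L4. Slide and scan day were therefore fitted as random blocks (correlations 0.22 and 0.2477), and scan day as a block only for L1 against old rats. The 2 arrays of a rat had a correlation of 0.582 in the fit with the rat as a random block. The alternatives tried were the 75th percentile, quantile normalization, normexp background correction (offset 50) followed by quantile normalization, the matrix of the authors, the methods' order of floor and scaling, every array as a sample, the rat as a random block, litter means as replicates, the methods' t-test on rats and on arrays, only the groups compared in the fit, arithmetic means, no filter on dim probes or a filter on all 35 arrays, other definitions of above background, of expressed and of the sets of OR genes, other clustering distances, linkages and centrings, other gene list tests and leaving out each rat. The RTqPCR results, the six-week-old rats and the gene ontology analysis of the paper were not analysed here. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and statmod 1.5.0.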

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

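The tests of explanations in this part (splits of the samples, medians of the lists per rat, shared slides, genes moving together between pups, array sensitivity, slide background and chance) were chosen only after the results were seen, while the gene list tests themselves were planned.

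A rat was far from the rest of its group in 10 of 210 groups of measures checked, where the gap to the nearest other rat took up more of the group's range than Dixon's 95% critical value (0.829 for 4 rats, 0.71 for 5). That is 4.76% of the groups, and chance gives about 1 in 20, so that the number is consistent with chance. L3 rat 28 had 24484 transcripts above background against a median of 26985.5 in the other L3 pups (gap over range 0.7278). Its slide had a high local background, 69.0 on its array and 69.5 on that of L2 rat 24, which lay on the same slide and had 24754 transcripts above background, so the slide's background is a candidate explanation. Adult rat 16 had 637 OR genes above background (0.8571). Of its 2 arrays, the second detected 473 OR genes against 801 on the first, and 25273 transcripts against 28020. The dimmest spike-in controls were well above background in 28.1% against 100% of spots. A lower sensitivity of that array argues for part of the gap, but of 10000 lists of other probes matched on level, the one that fell most lost 184 (−184), whereas the OR genes lost 328 (−328). Among 468 OR genes well above background on both arrays the level fell by 0.27, outside the range of the matched lists (between −0.0848 and 0.0411). A difference between the sides of the nose stays open and was not tested.

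Among single genes, the level of Olr1055 in adult rat 16 (−1.65 against a median of −0.89 in the other adult rats, gap over range 0.8652) and of Olr995 in the same rat (−1.37 against −0.81, 0.8307) were far from their group. So were, in L3 rat 30, Olr581 (0.14 against 1.11, 0.7857) and Olr995 (−0.38 against 0.34, 0.7142). The others were the levels of 2 probes of Hprt1 in L1 rat 12 (5.30 against 5.40, 0.8562, and 4.19 against 4.32, 0.989), of Ctsk in L3 rat 26 (5.23 against 5.45, 0.7658) and of Cdh22 in adult rat 15 (0.15 against 0.81, 0.8541). No explanation of these single levels was tested beyond the number that chance gives.

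The litters differed from each other. The paper describes litters by ratios, OR genes, Table 3 and clustering, and does not count the transcripts that differ between them. Among L1 to L4, 7137 of 23668 transcripts had an adjusted p under 0.01 in limma's test over litters, 103 with a range of at least 5-fold, and 14 were OR genes, but L1 was scanned on another day and slide than the rest. Among L2, L3 and L4 alone 1528 transcripts differed, of which 1 was an OR gene. Of these, 0 had a range of 5-fold, while 7273 transcripts had an unadjusted p under 0.05. Of 100 splits of these 15 pups, the real split into litters was the only 1 with a count as large, and the largest other count was 2, so that chance can be excluded. Most pups of a litter shared a slide. The 4 pups on mixed slides resembled their own litter more than the others by 0.136 in mean correlation, but with p = 0.25 over the 12 possible orders (exact one-sided permutation test). So few orders allow no p under 0.05. The litter and its slide therefore cannot be told apart, because only 4 pups lay apart from their litter's slide. Parentage, which the design names, stays open and untested.

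Some gene lists for cell types and processes that the paper does not discuss were called in newborn rats. The 16 tested skeletal muscle genes, of which 16 were expressed in all litters, 11 in adult and 7 in old rats and none is on another list, had a median log2 change of 2.97 (2.9687, adjusted p = 0.0005181) against adult and 4.45 (4.4505, adjusted p = 3.367e-06) against old rats. Their genes with the highest mean level over the 27 rats were Tnnc2 (5.87 in newborn, 4.02 in adult and 5.85 in old rats), Myh3 (5.59, −1.54 and −1.24) and Tnni2 (5.40, −0.03 and 1.34). Levels of muscle genes not expressed in an older group are uncertain there. The sizes of the muscle changes, and the list's levels given below, are therefore approximate. The 13 tested red cell genes, of which 13, 9 and 11 were expressed and none is on another list, had 2.81 (2.8093, adjusted p = 0.0005181) and 1.37 (1.3675, adjusted p = 0.01242). Hbb-b1 stood at 10.66, 9.10 and 10.03 and Alas2 at 8.22, 4.80 and 6.85. The 15 tested sustentacular cell genes, of which 13, 14 and 15 were expressed and none is on another list, had −0.57 (−0.5688, adjusted p = 0.01242) and −1.39 (−1.3909, adjusted p = 2.788e-05). Those with the highest mean level over the 27 rats were Krt18 (11.09, 10.47 and 11.67), which rose against adult rats while the list fell, Sec14l3 (10.22, 10.59 and 11.76) and Cyp2a3 (9.34, 10.17 and 10.89). If the share of a tissue in the sample varied from pup to pup, the genes of its list would move together between pups of a litter. Their mean correlation within litters was 0.7005 for muscle, 0.6189 for red cells and 0.4404 for sustentacular cells, higher than in all but 0, 0 and 243 of 10000 matched lists (adjusted p over 9 lists 0.000225, 0.000225 and 0.0366). The genes for the cell cycle (0.7342), antigen presentation (0.7643) and mature neurons (0.4868) moved together too, and since the cell cycle is a process, moving together does not single out the share of a tissue. A different share of these tissues in the newborn samples may therefore be part of these changes, while a change of the tissue with age stays open.

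The circadian clock genes (16 tested, of which 15 were expressed in all litters and 16 in adult and in old rats) were lower in newborn rats, with −0.43 (−0.4333, adjusted p = 0.01247) against adult and −0.81 (−0.8101, adjusted p = 0.001724) against old rats. Bhlhe41 stood at 5.38, 5.97 and 7.09 and Dbp at 5.35, 5.59 and 6.82 in newborn, adult and old rats. Per rat, the median of the list fell by 0.47 against adult rats on average (exact two-sided permutation test, p = 0.0857). Their mean correlation within litters was 0.0349 (p = 0.746 against matched lists), which decides nothing, and the hour of dissection was not used here. The immature olfactory sensory neuron genes (16 tested, of which 15, 16 and 15 were expressed and 7 are on another list) were higher in newborn than in old rats by 0.88 (0.877, 15 of 16 genes, adjusted p = 0.0001942). Stmn1 stood at 10.13 in newborn, 8.68 in adult and 8.75 in old rats, and Gng8 at 8.86, 7.84 and 7.35. Their mean correlation within litters was 0.2551 (p = 0.399), so that a different share of these cells could not be tested apart from age.

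When the rats were split at random, the number of gene lists called in newborn against adult rats (9) was reached by 18 of 100 splits, that in newborn against old rats (11) by 11 of 100 and that in adult against old rats (4) by 28 of 35, so that chance cannot be excluded for the number of lists called. Taken list by list, a test value as strong as the real one occurred in 19 of 100 splits for muscle, 10 for red cells, 24 for sustentacular cells and 9 for the clock against adult rats. Against old rats it occurred in 9, 24, 3 and 5 of 100 splits in the same order, and in 12 for immature neurons. With the real split included, the cell cycle had 2 of 100 against adult and 1 against old rats, and mature neurons 4 and 1. Neurogenesis had 44 and 18, and ossification 71 and 1. In adult against old rats, the cell cycle had 5 of 35, neurogenesis 11 and ossification 6. These splits mix the ages, and genes of a list that move together also give strong test values in them. The median of a list per rat, with the litter as the newborn unit, separates the groups more directly. For muscle it was 3.03 ± 0.40 (SD, n = 4 litters) in newborn, −1.47 ± 0.30 (SD, n = 4) in adult and −2.12 ± 0.32 (SD, n = 4) in old rats. Its exact two-sided permutation test gave p = 0.0286, the smallest that 4 values against 4 allow, for muscle, red cells, sustentacular cells and immature neurons against adult and old rats and for the clock against old rats, and 0.0857 for the clock against adult rats. Every pup lay beyond every rat of the other group for muscle against both groups, red cells against adult rats, and sustentacular cells, the clock and immature neurons against old rats. These lists were picked because camera had called them in the same rats. Lists that were not called also reached 0.0286 in this test, such as horizontal basal cells against old rats and B, plasma and T cells against adult rats. The values therefore describe how the groups lay apart, without adjustment over lists, and cannot by themselves exclude chance.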

How the results depend on the processing

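No test in this part was chosen after the results were seen, and the 30 alternatives and the gene lists were set before the data were examined.

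Of the values of the counts, ratios and cluster results under the alternatives, 1782 stayed on their side of the threshold or within 1.5 times the main count or 1 SD, and 111 did not. The direction of the differences in OR genes above background per rat held under every alternative run for them. So did the clusters of the 3 age groups, with supports between 95.6 and 100. The order of adult and old rats in the OR gene ratio did not hold. It was 2.66 in adult and 2.61 in old rats, but 1.83 and 2.30 with a signal required on every array. The causes of the changes below were not tested, apart from those that follow from the construction of the alternative.

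Counting every signal that was positive and significant against background, which counts dimmer spots by construction, moved the expressed/not expressed ratio to 5.8296 in newborn, 7.2854 in adult and 7.0909 in old rats, and for OR genes to 6.6058, 18.9167 and 13.1571. OR genes common to the 3 ages became 725, those of all litters only 14, those of adult and old but not newborn rats 141 and those of L2 only 23. OR genes on at most 1 newborn array became 100, of which 6 were expressed in adult and old rats. Requiring a signal on every array of a group, which is stricter by construction, gave ratios of 2.3039 in adult and 2.1519 in old rats and, for OR genes, 0.8844, 1.8347 and 2.3045. It gave 248 common OR genes, 30 for L1 only, 30 for L4 only and 29 on at most 1 newborn array and expressed in adult and old rats. A threshold of 5 of 8 arrays gave 2.3258 for old rats, and expression in none of the 4 litters 91 OR genes of adult and old rats.

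Without a filter on dim probes, which tests more probes by construction, the transcripts called against adult and old rats became 2291 and 2007 for L1, 1583 and 2631 for L2, 1691 and 1974 for L3, 1655 and 2144 for L4, 1575 and 1933 for newborn rats and 936 for adult against old rats. OR genes became 203 and 303, 211 and 360, 144 and 228, 193 and 296, 189 and 286, and 25, and transcripts called against both groups 869. With the normexp background and quantile normalization, transcripts became 284 and 338, 151 and 277, 167 and 260, 182 and 272, 176 and 262, and 32, OR genes 10 and 17, 5 and 10, 3 and 6, 5 and 10, 5 and 11, and 0, and transcripts called against both groups 124. The cause was not tested. Restricted to probes above background on all 35 arrays, which tests fewer OR genes by construction, OR genes became 30 and 78, 12 and 62, 9 and 38, 23 and 60, 20 and 58, and 1. The methods' t-test gave 21 OR genes for L1 against adult rats on rat values and 27 on arrays, and 1 for adult against old rats on rat values, and arithmetic means gave 3 for adult against old rats. The cause was not tested. Of the 24 gene list calls, fry gave 43 and camera with estimated correlation 0.

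Leaving out each rat in turn, the ratio lay between 2.1835 and 2.2358 for newborn, 2.2606 and 2.5018 for adult and 2.1532 and 2.2807 for old rats, and for OR genes between 1.0594 and 1.1625, 2.291 and 2.6613, and 2.3014 and 2.6053. Common transcripts lay between 23374 and 23668 and common OR genes between 358 and 393, OR genes of all litters only between 4 (without rat 10 or 12; 5 without rat 11, 22 or 23) and 11, of adult and old but not newborn rats between 202 and 257, of L1 only between 7 (without rat 10; 9 without rat 11 and 8 without rat 12) and 22, L2 only 8 (without rat 22 or 23) and 18, L3 only 14 (without rat 27 or 29; 15 without rat 26) and 26, L4 only 16 and 21, and on at most 1 newborn array between 410 and 436, or between 44 and 62 if expressed in adult and old rats. Differences in OR genes above background lay between −192.562 and −160.625 (newborn against adult), −212.917 and −193.25 (newborn against old) and −42.7083 and −10.25 (adult against old rats). Littermate excesses lay between 0.2543 and 0.3714 and, for OR genes, 0.1241 and 0.2059, the same-rat excess between 0.0443 and 0.065. Calls against adult and old rats lay between 644 and 810 and 738 and 914 for L1, 481 and 534 and 738 and 819 for L2, 485 and 613 and 629 and 757 for L3, 517 and 636 and 654 and 776 for L4, and 460 and 538 and 626 and 705 for newborn rats, between 68 and 93 for adult against old rats and between 288 and 334 against both. OR genes lay between 45 and 65 and 100 and 144, 28 and 40 and 92 and 111, 21 and 26 and 59 and 76, 27 and 51 and 68 and 104, and 35 and 40 and 80 and 102, and for adult against old rats between 1 (without rat 16) and 6. Gene list calls lay between 23 and 25.

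For the named genes, 8084 values kept direction and call, 242 lost the call, 107 gained it and 9 reversed, and for the gene lists 1522 kept both, 38 lost the call and 21 gained it. Quantile normalization reversed newborn against adult for Suclg1 to −0.3368, 1 of 4 Hprt1 probes to −0.2383 and the 2 Gapdh probes to −0.0772 and −0.1838, and adult against old for 1 Hprt1 probe to 0.0152 and Gapdh to 0.0583 and 0.1023. The normexp background reversed newborn against adult for Suclg1 to −0.3666 and 1 Hprt1 probe to −0.1971. The cause was not tested. Calls were lost most often in the methods' t-test on rat values (37), and with the scan day (29) or slide (23) as a random block. The scan day as a block, which only L1 against old rats allows, gave 815 transcripts and 120 OR genes and changed none of the 8 calls of named genes there.

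No paired analysis was possible because no rat of a group corresponds to a rat of another group. Signal over background limits the dimmest probes, since between 10.5% and 18.0% of signals were at or below 0 and a probe on no array of a group gives only a bound.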

Differences from the paper's values

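No test in this part was chosen after the result was seen. Of 144 values of the paper compared, 5 differed, which means that one value was more than 1.5 times the other and, for ratios and folds, that they lay further apart than the SD between replicates. Values within this limit need not be equal. For OR genes expressed by adult and old rats but not by newborn rats, for example, the paper gives 332, and 223 were found, or 331 with adult or old rats in place of both.

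The paper gives 28 OR genes as not or weakly expressed in pups (at most 1 of 19) and expressed in adults and older rats, and 50 were found here. Of the alternatives set before the data were examined, a signal on every array of a group gave 29 and no longer differs, while the others gave 6, 50, 50 and 55, and between 44 and 62 without any 1 rat.

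For transcripts with at least a 5-fold difference between newborns and both other groups, the paper gives 2.0% and 1.327% was found for calls against both groups in the same direction. The paper does not state whether its value refers to both groups or to each, nor the total it is a share of. Against adult rats alone 2.176% and against old rats alone 2.822% were called, which do not differ, and the transcripts called against either group are 2.119% of all transcripts, a reading added after the values were seen. The value for both groups no longer differs with no filter on dim probes (2.119), quantile normalization (1.348), the series matrix values (1.348), every array as a sample (1.356), the rat as a random block (1.339), litter means as the newborn replicates (1.339) or arithmetic means (1.458), nor without 16 of the 27 rats in turn. It still differs with the 75th percentile (1.297), the methods' order of floor and scaling (1.327), the normexp background (0.5239), the slide (1.314) or scan day (1.297) as a random block, only the groups compared in the fit (1.327), probes above background on all 35 arrays (1.143) and the methods' t-test on rat values (1.234) or on arrays (1.327).

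In Fig. 8, read by eye, about 28 OR genes were lower in L1 than in adult rats, and 50 were found. It no longer differs with probes above background on all 35 arrays (30) or the methods' t-test on rat values (21) or arrays (27). It still differs with no filter (191), the 75th percentile (51), quantile normalization (55), normexp (10), arithmetic means (44) and the remaining alternatives (50), and between 45 and 65 without any 1 rat.

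Likewise about 85 transcripts were higher in adult than in old rats in Fig. 8, read by eye, and 52 were found. It no longer differs with the 75th percentile (58) or quantile normalization (60), nor without 1 of the rats, where the number lay between 42 and 65. It still differs with no filter (474), the series matrix values (51), normexp (26), arithmetic means (56), probes above background on all 35 arrays (44), the methods' t-test on rat values (45) and the remaining alternatives (52).

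About 1 OR gene was higher in adult than in old rats in Fig. 8, read by eye, and 0 were found with limma, with 2 at an adjusted p under 0.01 without a minimum fold. No alternative brings the values together, and no filter gives 6.

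The paper states that Olr1234, with 4 other OR genes, was not expressed in all 3 age groups, whereas it was above background here on 4, 4, 5 and 5 arrays of L1 to L4, 6 adult and 6 old arrays and was tested. Table 3 of the paper leaves without a call some litters that limma called here: Olr1119 in L1 against old rats (adjusted p = 6.37e-05), Olr336 in L1 against adult (adjusted p = 0.00265) and old rats (adjusted p = 0.00286), Olr921 in L1 against old rats (adjusted p = 0.000248), Olr441 in L4 against adult rats (adjusted p = 0.00676), and Olr995 in L2 against adult (adjusted p = 0.00198) and old rats (adjusted p = 0.00394) and in L4 against adult rats (adjusted p = 0.008). The methods' t-test on rat values, after Benjamini-Hochberg adjustment, made none of these calls except that of Olr995 in L2 against adult rats, and on arrays it made none for Olr1119, Olr336, Olr921 and L4 for Olr995. The paper lists 8 OR genes as higher in newborns, and 27 were higher than in adult and 13 higher than in old rats at an adjusted p under 0.01 without a minimum fold, or 15 and 7 with the methods' t-test on rat values after adjustment.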

Other observations

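The tests of lower sensitivity of the L1 arrays, of probe intensity, of GC content and of mature neurons against adult rats were planned, and the others in this part (scan day, mature neurons against old rats, sensitivity of the L2 to L4 arrays, genes moving together between pups, splits and shared slides) were chosen only after the result was seen.

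OR genes had lower levels in newborn rats, with a median log2 change of −0.83 against adult and −1.64 against old rats. Lists of other probes matched on mean level gave no value as low in 10000 draws, and the lowest list against old rats had −0.1783. Matched on GC content, the lowest had −0.1229, and the change of an OR gene did not follow its GC content (Spearman's rho over 392 genes 0.0161 and −0.0113). Within the scan day shared by L1 and the old rats the median change was −1.8049. On that day the L1 arrays were at least as sensitive as the old ones. The dimmest spike-in controls were well above background in 91.4% of spots on L1 and 82.8% on old arrays (exact two-sided permutation test of the difference, p = 0.3714). Matched lists of other probes gained at least 53.875 probes above background in L1 against old rats, where OR genes lost 165 (−165.0). For L2 to L4, whose controls were well above background in 37.1% of spots, the matched list that fell most against old rats changed by −26.783, whereas OR genes changed by −215.417. These values argue against array sensitivity, intensity, GC content and, for L1 against old rats, scan day as the whole cause. Between newborn and adult rats, scan day and software release cannot be told apart from age.

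A smaller share of mature olfactory sensory neurons in newborn tissue is a candidate explanation of the lower OR levels, as the paper's authors propose an immature olfactory system. With each gene centred, the OR genes stood above the other mature neuron genes by more in newborn than in adult rats, by 0.8987 on average (exact two-sided permutation test, p = 0.0286), and by 0.4095 more than in old rats (p = 0.0286, exact two-sided permutation test), so the OR genes fell by less than these markers. But dimmer OR genes changed by less, and the cause of this was not tested. By level, from the dimmest to the brightest, the 4 groups of 98 OR genes had −0.10, −0.68, −1.11 and −1.37 against adult rats and −1.01, −1.62, −1.88 and −2.14 against old rats. All of these OR genes had to be expressed in every litter, which leaves out those that fell below background in newborn rats. The 20 brightest OR genes had −1.73 and −2.42, beside −1.85 and −1.83 for the markers. The markers also moved together between pups of a litter (mean correlation 0.4868, adjusted p over 9 lists 0.00054), as a varying share of these neurons would give. Because the OR genes are dimmer than the markers, the share of neurons and the level per neuron cannot be told apart.

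The counts of transcripts and of OR genes called in all 11 comparisons between litters or newborn, adult and old rats were set against other splits of the same rats. The real split was the only 1 with a count as large among the 35 splits of L1 against adult, L1 against old and adult against old rats, and the only 1 among 100 splits in each of the other comparisons, so that chance can be excluded for these counts.

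Between adult and old rats no scan day was shared. Within adult rats, limma called 0 transcripts between the 2 scan days (5144 with an unadjusted p under 0.05), and within old rats 1 between 2 slides of the same day (1170). Between day 5 and day 4 within L2 to L4, 0 were called, 955 had an adjusted p under 0.01 and 7216 an unadjusted p under 0.05. These checks cover days other than those that separate adult from old rats, so scan day and age cannot be told apart for them. The 2 arrays of a rat, always on the same slide, resembled each other more than arrays of different rats on that slide by 0.0335 in correlation, which argues against the shared slide as the whole cause of their likeness.

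The remaining gene lists are given as values, in newborn against adult, newborn against old and adult against old rats. The 7 tested antigen presentation genes of MHC class II had −2.49 (adjusted p = 0.0004773), −3.34 (adjusted p = 5.6e-05) and −1.09 (adjusted p = 0.132), with Cd74 at 5.41 in newborn, 7.99 in adult and 8.75 in old rats. Globose basal cells, 7 of whose genes are on another list, had 1.59 (adjusted p = 0.1369), 1.22 (adjusted p = 0.003743) and 0.95 (adjusted p = 0.1316). Macrophages and neutrophils had 1.35 (adjusted p = 0.04852), 1.23 (adjusted p = 0.1871) and −0.75 (adjusted p = 0.8681), where the mean was 0.05. Their call against adult rats was lost without each of 10 rats in turn and with the mean of all probes (camera, adjusted p = 0.05434). Horizontal basal cells had 0.59 (adjusted p = 0.6467), −0.18 (adjusted p = 0.8435), where the mean was 0.20, and −0.48 (adjusted p = 0.8435). Ciliated respiratory cells had 0.42 (adjusted p = 0.6472), −0.24 (adjusted p = 0.4252) and −0.58 (adjusted p = 0.2597). B, plasma and T cells had −0.09 (adjusted p = 0.6052), −0.73 (adjusted p = 0.132) and −1.33 (adjusted p = 0.3832). The sex chromosome list had 2 tested genes, with 1.19 (adjusted p = 0.4097), 0.51 (adjusted p = 0.4205) and −0.68 (adjusted p = 0.6299). Reference genes had 0.55 (adjusted p = 0.132), 0.24 (adjusted p = 0.3235) and −0.21 (adjusted p = 0.4252), beside a median of all genes of 0.20, −0.03 and −0.22.
In adult against old rats, the lists discussed elsewhere had −0.35 (adjusted p = 0.4205) for mature neurons, 0.39 (adjusted p = 0.1133) for immature neurons, −0.77 (adjusted p = 0.1283) for sustentacular cells, −1.02 (adjusted p = 0.0186) for red cells, 0.29 (adjusted p = 0.1369) for muscle and −0.12 (adjusted p = 0.4443) for the clock. Immature neuron genes had 0.73 (adjusted p = 0.036) against adult rats, a call lost with quantile normalization, with the mean of all probes and without rat 16.

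The RTqPCR references of the paper also changed on the arrays. The 4 probes of Hprt1 on chromosome X had 0.26, 0.47, −0.09 and −0.60 in newborn against adult rats and 0.05, −0.11, −0.36 and −0.28 against old rats, so that its probes disagree. The 2 probes of Gapdh on chromosome 4 had 0.63 and 0.55 against adult rats (0.48 and 0.39 relative to all transcripts) and 0.02 and −0.04 against old rats, and the change against adult rats reversed with quantile normalization.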
